# Endophilin A2 regulates B‐cell endocytosis and is required for germinal center and humoral responses

**DOI:** 10.15252/embr.202051328

**Published:** 2021-07-29

**Authors:** Dessislava Malinova, Laabiah Wasim, Rebecca Newman, Ana Martínez‐Riaño, Niklas Engels, Pavel Tolar

**Keywords:** antigen uptake, B‐cell responses, endocytosis, endophilin A2, germinal center, Immunology, Membrane & Intracellular Transport

## Abstract

Antigen‐specific B‐cell responses require endosomal trafficking to regulate antigen uptake and presentation to helper T cells, and to control expression and signaling of immune receptors. However, the molecular composition of B‐cell endosomal trafficking pathways and their specific roles in B‐cell responses have not been systematically investigated. Here, we report high‐throughput identification of genes regulating B‐cell receptor (BCR)‐mediated antigen internalization using genome‐wide functional screens. We show that antigen internalization depends both on constitutive, clathrin‐mediated endocytosis and on antigen‐induced, clathrin‐independent endocytosis mediated by endophilin A2. Although endophilin A2‐mediated endocytosis is dispensable for antigen presentation, it is selectively required for metabolic support of B‐cell proliferation, in part through regulation of iron uptake. Consequently, endophilin A2‐deficient mice show defects in GC B‐cell responses and production of high‐affinity IgG. The requirement for endophilin A2 highlights a unique importance of clathrin‐independent intracellular trafficking in GC B‐cell clonal expansion and antibody responses.

## Introduction

Robust antibody responses are crucially dependent on the B cells' ability to internalize, process, and present foreign antigens. Antigens are recognized by the B‐cell receptor (BCR), and their binding triggers rapid BCR endocytosis and trafficking into lysosomal antigen‐processing compartments, delivering antigenic peptides for loading onto MHC class II molecules (MHCII) (Lanzavecchia, 1985; Amigorena *et al,* 1994). Display of peptide‐loaded MHCII on B‐cell surface solicits interaction with helper T cells, which, together with antigen‐induced BCR signaling, stimulates metabolic and transcriptional B‐cell activation that culminates in formation of germinal centers (GCs) and production of high‐affinity IgG antibodies. Thus, BCR‐mediated antigen internalization critically determines the outcome of B‐cell responses by controlling the number and repertoire of peptide‐loaded MHCII molecules available for recognition by cognate T cells. Furthermore, endocytic trafficking of the BCR modulates BCR signaling strength and duration, in the rapidly proliferating activated B cells (Hoogeboom & Tolar, 2016). Consequently, B‐cell responses are sensitive to mutations or inhibitors impairing the endolysosomal system (Onabajo *et al,* 2008; Chaturvedi *et al,* 2011; Chatterjee *et al,* 2012; Veselits *et al,* 2014). However, the molecular composition of B‐cell endocytic and intracellular trafficking pathways remains poorly understood.

The best characterized mechanism of BCR internalization from the cell surface is clathrin‐mediated endocytosis (CME) (Salisbury *et al,* 1980; Brown & Song, 2001; Stoddart *et al*, 2002). Clathrin is recruited to the BCR through its adaptor AP‐2, which binds to the intracellular tyrosine‐based activation motifs (ITAMs) in the CD79A and CD79B subunits (Stoddart *et al,* 2002; Busman‐Sahay *et al,* 2013). In addition, antigen binding to the BCR regulates CME by Lyn‐mediated phosphorylation of the clathrin heavy chain (Stoddart *et al,* 2002; Stoddart *et al,* 2005), promoting its binding to clathrin light chain and coupling clathrin‐coated pits (CCPs) to the actin cytoskeleton (Bonazzi *et al,* 2011). Activated BCRs also associate with E3‐ubiquitin ligases c‐Cbl and Cbl‐b, resulting in ubiquitination of the BCR CD79A and CD79B subunits, which likely plays a role in both BCR‐antigen internalization and downstream intracellular trafficking (Kitaura *et al,* 2007). Recent proteomic studies have further substantiated extensive links between BCR signaling and CCP components (Satpathy *et al,* 2015).

However, CME is unlikely to be exclusively responsible for antigen‐induced BCR internalization. For example, genetic depletion of clathrin only partly reduced BCR endocytosis, revealing another, cholesterol and actin‐dependent pathway (Stoddart *et al,* 2005). Furthermore, within seconds of antigen binding, the ITAMs of the BCR are tyrosine‐phosphorylated, which abrogates AP‐2 binding, predicting that BCR signaling and internalization are mutually exclusive for individual receptors (Hou *et al,* 2006; Busman‐Sahay *et al,* 2013). This is paradoxical, as antigen binding dramatically increases, rather than reduces, the speed of BCR endocytosis. Thus, the BCR may use several alternative mechanisms of endocytosis.

Recently, our understanding of endocytic pathways has been broadened by characterization of a clathrin‐independent endocytic route termed fast endophilin‐mediated endocytosis (FEME). FEME is mediated by the endophilin A family of membrane trafficking proteins, which sense and induce membrane curvature through their BAR domains (Bai *et al,* 2010; Mim *et al,* 2012). Endophilins were originally described as components of intracellular clathrin‐coated vesicles in neurons (Milosevic *et al,* 2011). However, recent data from non‐neuronal cells identify FEME as a clathrin‐independent ligand‐triggered endocytic mechanism for a range of cell surface receptors, including growth factor receptors and G‐protein‐coupled receptors (Boucrot *et al,* 2015; Renard *et al,* 2015; Bertot *et al,* 2018). FEME shares many requirements with CME, such as the need for actin cytoskeleton and dynamin2, making it difficult to distinguish from CME using traditional pharmacological treatments (Boucrot *et al,* 2015; Watanabe & Boucrot, 2017). However, FEME requires ligand‐induced assembly of receptor signaling complexes in order to recruit endophilin A proteins to the plasma membrane via their SH3 domains (Boucrot *et al,* 2015).

In addition to FEME, endophilins have been implicated in a number of membrane remodeling processes including formation of podosomes (Sánchez‐Barrena *et al,* 2012), autophagy (Soukup *et al,* 2016), and cellular polarity (Genet *et al,* 2019). Through regulation of vesicle trafficking, endophilins are also essential for maintenance of neuronal health (Milosevic *et al,* 2011; Murdoch *et al,* 2016; Soukup *et al,* 2016) and have been strongly linked to neurodegeneration in Parkinson's disease (Soukup *et al,* 2016; Nguyen *et al,* 2019). However, the molecular mechanisms of endophilin function in neurons and other cell types are still under debate.

Here, using whole‐genome genetic screening in B cells we characterize the molecular components of antigen endocytosis. In addition to confirming the role of CME, we uncover a novel role for endophilin A2, the only endophilin A family member expressed in hematopoietic cells, in clathrin‐independent internalization of the antigen‐stimulated BCR. These findings support the growing evidence for the importance of clathrin‐independent endocytosis in the function of a variety of cell surface receptors. In addition to regulating BCR endocytosis, we show that endophilin A2 is essential in activated B cells to maintain mitochondrial respiration via regulation of transferrin receptor endocytosis and iron uptake. Consequently, mice deficient in endophilin A2 show impaired expansion of GC B cells and poor production of high‐affinity IgG antibodies. These results point to a selective importance of endophilin A2‐mediated endocytic trafficking in GC B‐cell responses.

## Results

### Improved CRISPR‐based screening allows annotation of the antigen uptake pathway

To comprehensively identify genes regulating BCR‐mediated antigen uptake in B cells using CRISPR screening, we generated a Ramos cell line stably expressing the *Streptococcus pyogenes* Cas9 nuclease. The human Burkitt's lymphoma line has intact tonic and ligand‐induced BCR signaling and efficient endocytosis of surrogate antigen, anti‐IgM F(ab')_2_ fragments. We used second generation lentiviral vectors to transduce two pooled genome‐wide CRISPR/Cas9 libraries—GeCKO^25^ and Brunello (Doench *et al,* 2016). After drug selection for sgRNA expression, we screened for genetic disruptions affecting surrogate antigen endocytosis using a soluble fluorescent surrogate antigen internalization assay and flow cell sorting (Fig 1A). We extracted genomic DNA from sorted and total populations, amplified the integrated viral genomes, and analyzed the abundance of sgRNAs by next‐generation sequencing. Depletion or enrichment of sgRNAs in sorted populations that did or did not internalize the surrogate antigen was expressed as a log_2_ ratio of sgRNA abundance, called here the internalization score. This allowed us to infer the contribution of targeted genes to antigen internalization.

**Figure 1:**
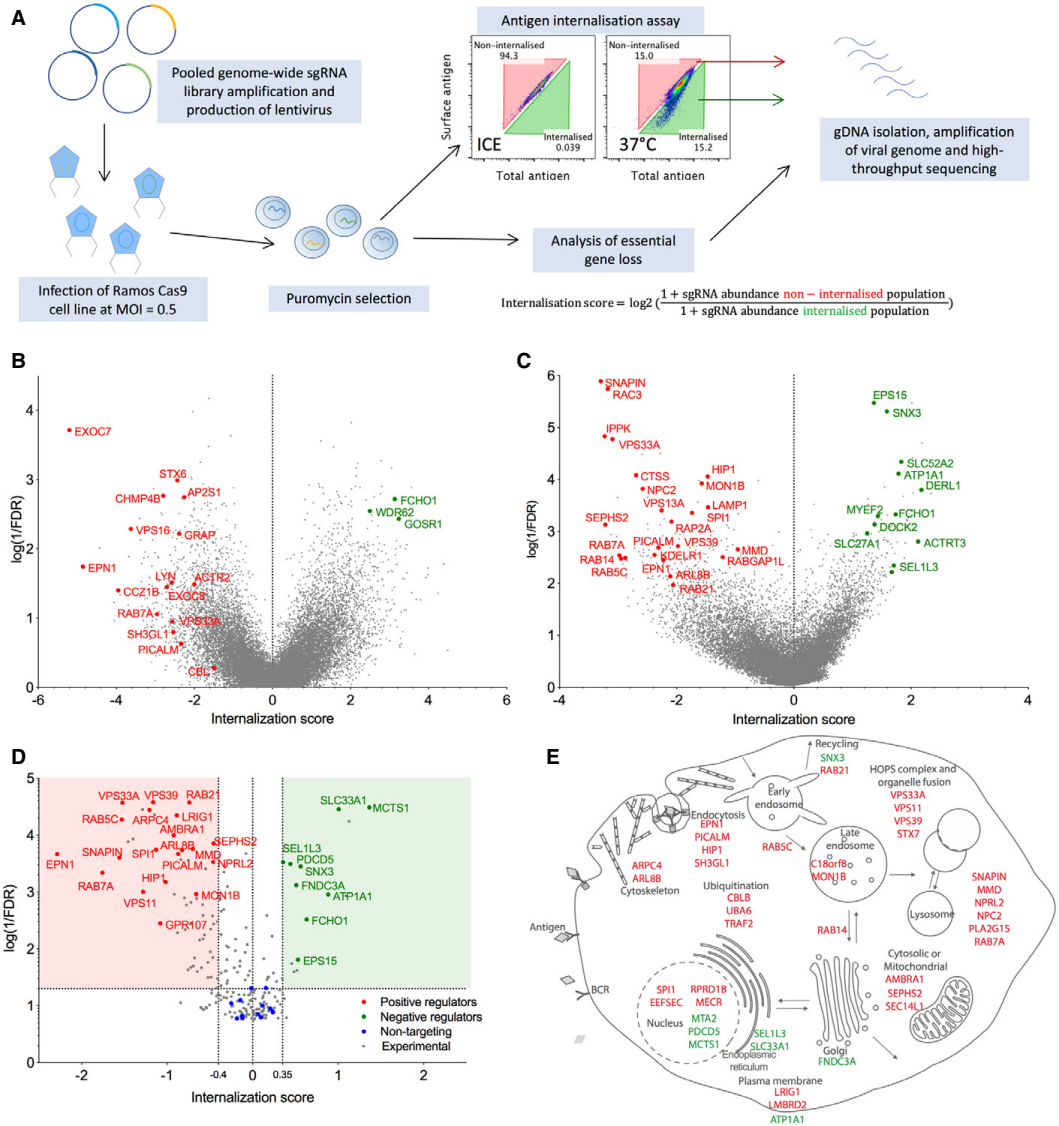
CRISPR/Cas9 screens identify regulators of B‐cell antigen internalization Genome‐wide screen and internalization assay workflow. Library‐transduced Ramos Cas9 cells were incubated with fluorescent, biotinylated surrogate antigen, anti‐IgM F(ab')_2_ (total antigen) and subsequently stained with fluorescent streptavidin (surface antigen). Flow cytometry plots show a control sample incubated on ice preventing anti‐IgM F(ab')_2_ endocytosis and an experimental sample from which cells displaying high and low anti‐IgM F(ab')_2_ internalization were flow sorted and analyzed for gRNA abundance.GeCKO library results showing mean internalization score per gene versus statistical significance. Whole‐genome data come from two independent repeats.Brunello library results. Whole‐genome data come from two independent repeats.Minilibrary validation results from four independent experiments. Validated candidates with internalization score < −0.4 or > 0.35 and *q* < 0.05.Selected validated candidates grouped by functional annotation. Data information: In (B–D), genes with annotation related to endocytosis or intracellular trafficking are highlighted. Red denotes examples of positive regulators; green denotes examples of negative regulators of internalization. Full results can be found in Datasets [Link], [Link], [Link].

To assess library targeting efficiency, we have also determined a CRISPR survival score as the log2 ratio of sgRNA abundance pre‐ and post‐drug selection. We found that survival scores of previously described essential genes (Wang *et al,* 2015) were significantly lower than survival scores of non‐targeting controls (Fig EV1A and C). However, the reduction in essential gene survival scores was greater with Brunello library. Thus, large‐scale gene disruption is functional with both libraries, but is more efficient with the Brunello library in line with its optimized on‐target efficiency (Doench *et al,* 2016).

**Figure EV1:**
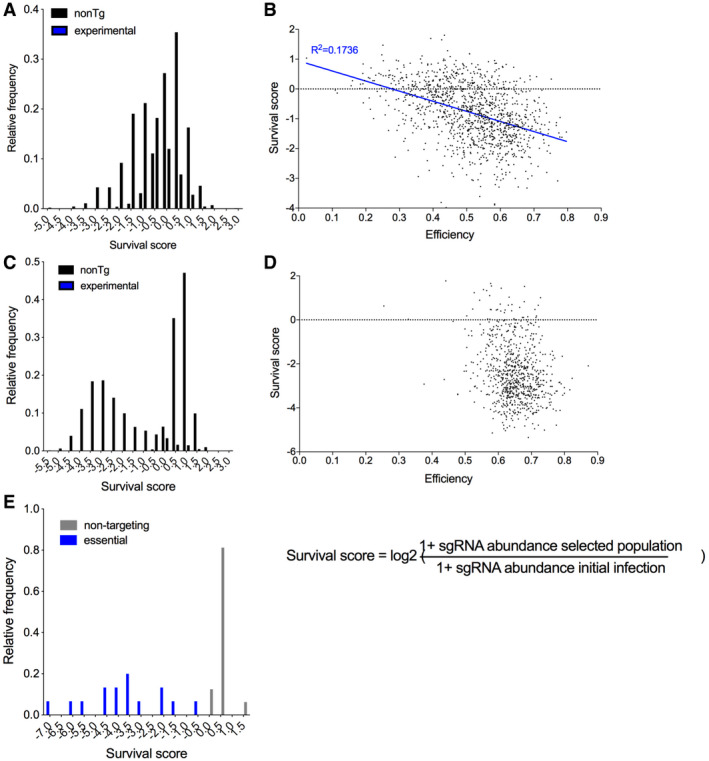
Analysis of essential gene targeting in large‐scale pooled CRISPR screens GeCKO library essential gene survival scores. The plot shows mean CRISPR survival scores of sgRNAs targeting a set of top 200 essential genes (Wang *et al,* 2015).Correlation of the CRISPR survival score and sgRNA on‐target efficiency for a set of sgRNAs targeting the essential genes from the GeCKO library. On‐target efficiency was calculated using “Rule Set 2” algorithm (Doench *et al,* 2016).Brunello library essential gene survival scores.Correlation of survival score and sgRNA on‐target efficiency in Brunello library.Custom minilibrary essential gene survival scores.

Analysis of gene internalization scores from GeCKO library showed that among the top hits with a positive role in antigen internalization included components of CCPs (EPN1, PICALM), intracellular trafficking (RAB7A, VPS16), regulators of the actin cytoskeleton (ACTR2, CCZ1B), exocyst components (EXOC7), and BCR signaling components (GRB2, LYN, CBL), thus establishing that the screen is detecting realistic effects (Fig 1B). Surprisingly, the screen also identified Endophilin A2 (encoded by *SH3GL1*), a critical component of FEME. We validated the key endocytic genes, including *SH3GL1*, using individual sgRNAs, as elaborated below. However, the statistical significance of the hits from the GeCKO library screen was generally low (Dataset EV1) and the validation rate of other candidates was poor (not shown). This was likely due to the low efficiency of gene targeting, supported by an inverse correlation between the predicted sgRNA on‐target efficiency and survival scores calculated for the known essential genes (Fig EV1B). This was not observed for the Brunello library (Fig EV1D).

The Brunello library showed higher statistical significance for top screen hits (Fig 1C, Dataset EV2). The hits included regulators of endocytosis (EPN1, EPS15, PICALM), as well as genes predicted to be involved in a wide range of cellular functions. To validate gene candidates in a high‐throughput manner, we re‐screened using a custom CRISPR sgRNA minilibrary containing three sgRNAs per gene for the top 213 positive or negative regulators, which were also highly expressed in Ramos cells (Dataset EV3). In addition, the custom minilibrary contained 15 essential genes as positive controls, and 48 non‐targeting sgRNA controls. Analysis of essential gene targeting showed efficient genetic disruption by the custom library (Fig EV1E). The internalization re‐screen validated the function of 72 genes with strong statistical significance (*q* < 0.05; Fig 1D, Dataset EV3), including 58 positive regulators (score < −0.4) and 14 negative regulators (score > 0.35), covering a broad range of cellular processes such as endocytosis, endosomal and lysosomal trafficking, ubiquitination, actin cytoskeleton, Golgi and ER biology, and transcriptional regulation (Fig 1E).

Together, these experiments represent the first comprehensive analysis of the genetic make‐up of the BCR internalization pathway and strongly implicate specific endocytic genes as well as downstream feedback from a large and complex regulatory network.

### Endophilin A2 is involved in antigen‐dependent BCR internalization

To understand the role of candidate genes on antigen uptake mechanistically, we focused on genes predicted to directly regulate endocytosis. In addition to a subset of CCP components, such as epsin 1 (EPN1), PICALM, and HIP1, the screen implicated endophilin A2, suggesting a potential role of clathrin‐independent endocytosis. We validated the involvement of the key genes by individual CRISPR‐mediated knockouts in Ramos Cas9 cells (Fig 2A and B) and in primary B cells (Fig 2C). As endophilin A2 has not been studied in B cells before, we focused on its role in subsequent studies. In both Ramos cells and primary mouse B cells, targeting of *SH3GL1* reduced soluble surrogate antigen uptake to an extent comparable with targeting CME (Fig 2B and C). *SH3GL1* loss also strongly impaired internalization of surrogate antigen from immune synapses with membrane substrates (Fig 2D). However, endophilin A2 was important only for internalization of an activating anti‐IgM F(ab')2 fragment, but not for a non‐stimulatory anti‐IgM Fab fragment, whereas CME regulated internalization of both (Fig 2E). Thus, endophilin A2 in an important novel player selectively involved in BCR internalization upon antigen ligation.

**Figure 2:**
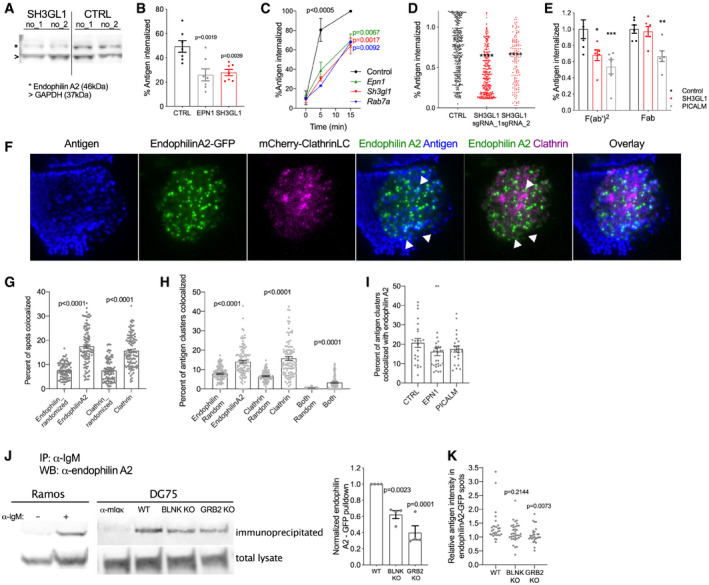
Endophilin A2 regulates antigen‐induced BCR internalization in a clathrin‐independent manner Western blot showing loss of endophilin A2 protein after *SH3GL1* targeting in Ramos cells using 2 independent sgRNAs, compared with 2 non‐targeting sgRNAs.Soluble anti‐IgM F(ab')_2_ antigen internalization at 20 min in Ramos cells targeted with indicated sgRNAs. *P*, significance in one‐way ANOVA versus control. Plot shows mean and SEM of 7 independent sgRNA infections.Validation of gene candidates affecting soluble antigen uptake in primary mouse B cells. Follicular B cells isolated from CRISPR‐targeted bone marrow chimera mice internalize anti‐mouse IgM F(ab')_2_. Data show mean and SEM of *N* = 3 mice. *P*, statistics from 2‐way ANOVA; at 5 min, all 3 genotypes show *P* < 0.0005 versus control; at 15 min *P* values are indicated in corresponding color.Antigen internalization from PMS in *SH3GL1*‐targeted Ramos cells. ****P < 0.0001 in one‐way ANOVA. *N* = 547, 389 and 136 cells, respectively, from 2 experiments.Internalization of soluble Fab or F(ab')_2_ fragments in Ramos cells targeted with indicated sgRNAs. *P = 0.0124 **P = 0.0092 ***P = 0.0004 using 2‐way ANOVA. Data show mean ± SEM, from 6 biological replicates across two experiments.TIRF images of Ramos cells transduced with endophilin A2‐GFP and mCherry‐ClathrinLC on antigen‐loaded PMS. Scale bar = 5 μm. White arrowheads highlight endophilin A2 colocalization with antigen clusters. See also Movie EV1.Percent of endophilin A2 and clathrinLC spots colocalizing with each other. Levels of random spot colocalization were calculated using randomized spot coordinates. Data show mean and SEM from 107 cells analyzed from 4 experiments; statistics from one‐way ANOVA.Percentage of surrogate antigen spots colocalizing with endophilin A2, clathrin LC or both markers. Levels of random spot colocalization were calculated using randomized spot coordinates. Data show mean and SEM from 107 cells analyzed from 4 experiments; statistics from one‐way ANOVA.Colocalization of surrogate antigen clusters with endophilin A2‐GFP following deletion of clathrin adaptors EPN1 or PICALM1. Data show mean and SEM from 23–29 cells.IgM‐BCR immunoprecipitation to investigate recruitment of endophilin A2 to activated BCRs. Anti‐endophilin A2 blots detect overexpressed endophilin A2‐GFP in streptavidin immunoprecipitates and total supernatants from anti‐IgM‐biotin‐stimulated Ramos and DG75 cells. Representative experiment and quantification from three independent pulldowns in WT, *BLNK*‐, or *GRB2*‐knockout (KO) DG75 cells. Pulldown intensity is calculated as a percentage of total endophilin A2 protein and normalized to WT in each experiment. Data show mean and SEM; *P* values calculated using one‐way ANOVA.Recruitment of endophilin A2 to antigen clusters quantified as mean antigen intensity in endophilin A2 clusters relative to mean antigen intensity in the entire synapse. *N* = 30, 29, and 36 cells, respectively, from 2 experiments. *P*, significance in Kruskal–Wallis test with multiple comparisons.

To determine whether endophilin A2 regulates BCR endocytosis directly, we overexpressed endophilin A2‐GFP in Ramos cells and imaged its localization in cells forming immune synapses with anti‐IgM‐coated plasma membrane sheets. Endophilin A2 formed highly dynamic spots in the synapse that colocalized with BCR clusters (Fig 2F, Movie EV1). Furthermore, imaging of endophilin A2‐GFP and mCherry‐clathrin light chain suggested that endophilin A2 works independently of CCPs as the majority of endophilin A2‐GFP spots did not colocalize with CCPs labeled with mCherry‐clathrin (Fig 2F). Quantification confirmed that only 17.44% of endophilin A2 clusters overlapped with CCPs and only 15.65% of CCPs overlapped with endophilin A2 spots, only slightly higher than colocalization in randomized controls (Fig 2G). In addition, live cell imaging showed endophilin A2‐GFP spots interacted with BCR clusters without prior or subsequent recruitment of clathrin (Movie EV1). To confirm clathrin‐independent colocalization of endophilin A2 with the BCR, we quantified colocalization of surrogate antigen clusters with endophilin A‐GFP and mCherry‐clathrin. This analysis showed that around 15% of BCR clusters localized to FEME spots, and a similar percentage localized to CME; by contrast, only 3% of BCR clusters were associated simultaneously with both markers, strongly suggesting independent roles of the two endocytic pathways (Fig 2H). Finally, disruption of CME‐mediated BCR endocytosis following deletion of clathrin adaptors EPN1 or PICALM1 did not significantly affect colocalization of surrogate antigen clusters with endophilin A2 (Fig 2I). These observations are in line with a clathrin‐independent role of endophilin A2 in FEME.

To understand how endophilin A2 is recruited to activated BCRs, we analyzed endophilin A2 complexes in anti‐IgM‐stimulated Ramos cells using a BioID2 proximity labeling assay (Kim *et al,* 2016) (Fig EV2A). This assay captured known interaction partners of Endophilin A2, including dynamin2 (*DNM2*), intersectin2 (*ITSN2*) (Burbage *et al*, 2018a), and Alix (*PDCD6IP*) (Mercier *et al,* 2016). Among the detected interaction partners were also BCR signaling adaptors GRB2 and BLNK (Fig EV2B, Dataset EV4). To test the importance of these adaptors, we used pull‐down assays to analyze interactions of endophilin A2‐GFP with the BCR in DG75 Burkitt lymphoma cells in the context of *GRB2* or *BLNK* deletion (Vanshylla *et al,* 2018). Similar to Ramos cells, endophilin A2‐GFP was eluted in the anti‐IgM‐interacting fraction in WT DG75 cells (Fig 2J). The amount of endophilin A2‐GFP was significantly reduced in anti‐IgM pulldown in the absence of GRB2 or BLNK. Furthermore, while we detected similar numbers of endophilin A2‐GFP spots in synapses of GRB2 and BLNK‐deficient DG75 cells compared with parental DG75 cells, deletion of *GRB2* significantly reduced endophilin A2 colocalization with surrogate antigen clusters (Fig 2K). These results indicate that endophilin A2's recruitment to ligand‐activated BCRs is regulated by complexes organized by the adaptor GRB2 with possible participation of BLNK.

**Figure EV2:**
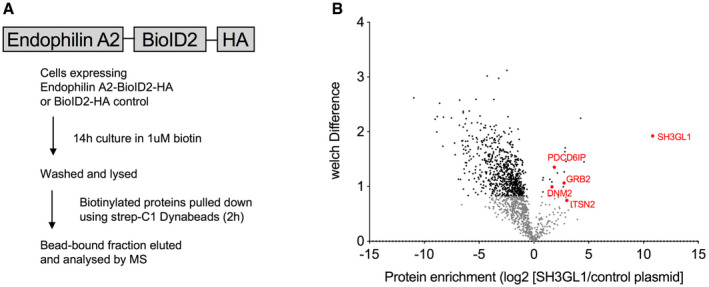
BioID2 reveals potential endophilin A2 binding partners BioID2‐tagged endophilin A2 construct and assay workflow.Proteins significantly enriched in biotinylated fraction of endophilin A2‐BioID2 samples compared with empty plasmid control (positive protein enrichment scores). Negative enrichment score represents gene products enriched in BioID2 control sample, reflecting the promiscuous nature of the cytoplasmic biotinylase. Data from 2 independent experiments, see also Dataset EV4.

### Endophilin A2 deletion results in abrogated development and function of mature B cells

Endophilin A2 is the only endophilin A family member expressed in hematopoietic cells. To understand the role of Endophilin A2 in immune cell development and responses to antigens *in vivo*, we developed a CRISPR gene targeting strategy in mouse hematopoietic stem cells (HSCs) followed by adoptive transfer to irradiated host mice (Fig 3A). We used HSCs from Cas9 knockin mice (expressing GFP) and targeted them with lentivirus encoding sgRNA and a mCherry marker. In the resulting chimeric mice, CRISPR‐targeted cells were detected by flow cytometry and mCherry^+^ percentage of the donor GFP^+^ population was used to monitor cell development in the bone marrow and in the spleen. As a control, we used a *Cd4*‐targeting sgRNA, which showed efficient abrogation of the development of mCherry^+^ CD4‐positive T cells, but did not affect mCherry^+^ proportions throughout B‐cell development (Fig 3B). Thus, this strategy is efficient and specific for gene targeting *in vivo* and allows analysis of gene effects on B‐cell development and immune responses.

**Figure 3:**
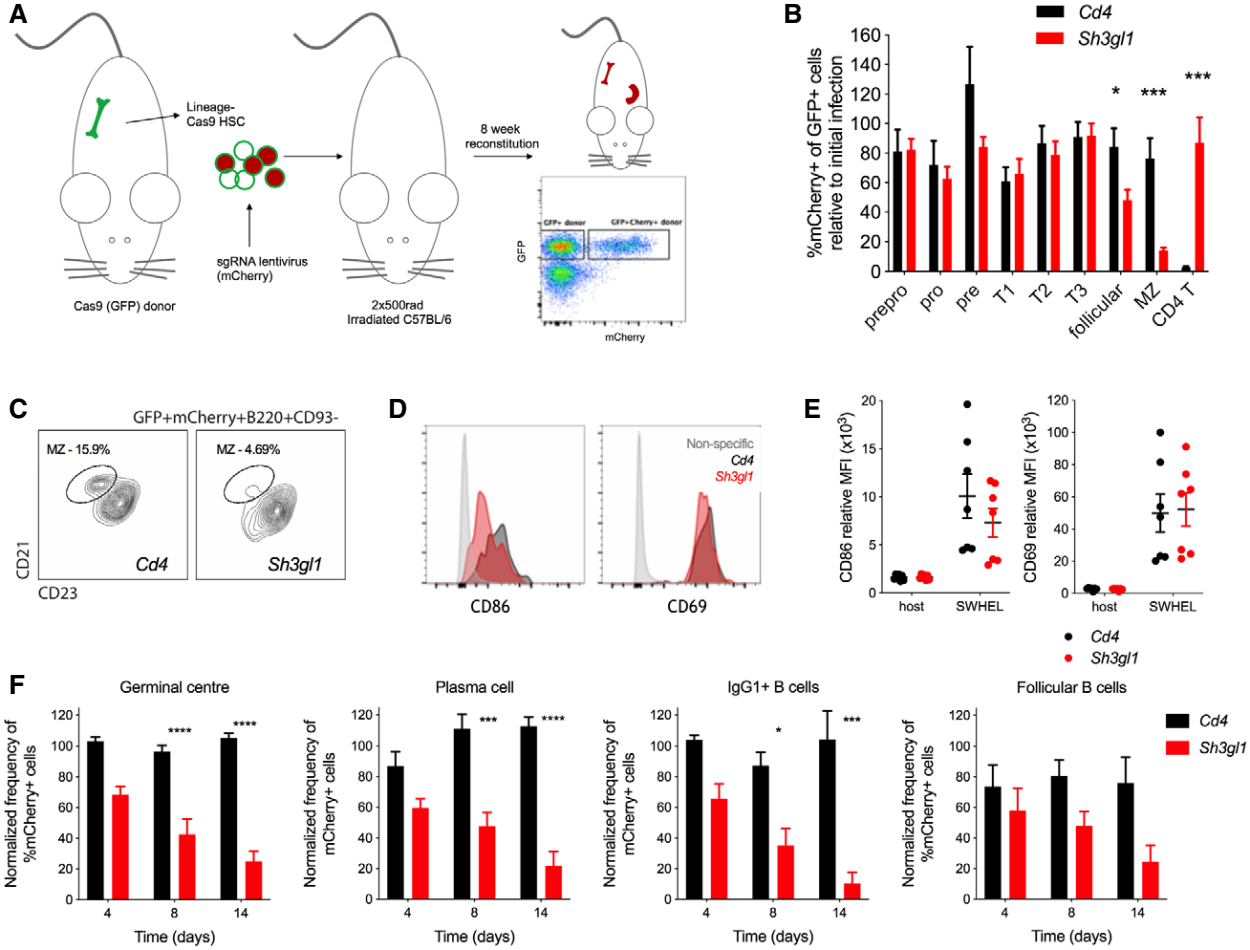
Endophilin A2 is required for peripheral B‐cell development and GC responses CRISPR‐targeted bone marrow chimera workflow, showing flow cytometry detection of donor‐derived (GFP^+^), sgRNA‐containing (mCherry^+^) cells.Development of B‐cell populations in chimeras' bone marrow and spleen from *Cd4*‐ or *Sh3gl1*‐targeted HSCs. Percentage of mCherry^+^ cells at each stage is normalized to initial infection rate of transferred lineage^‐^ cells, and shown as mean + SEM. *N* = 11–12 mice. *P = 0.0286, ***P < 0.0001 using two‐way ANOVA.MZ development in mCherry^+^ B‐cell compartment.Representative stain of surface CD86 and CD69 on adoptively transferred HEL‐specific follicular B cells 24 h post‐SRBC‐HEL immunization.Quantification of surface CD86 and CD69 mean fluorescence intensity (MFI). Data show mean and SEM from six mice across two experiments.Fractions of mCherry^+^ cells in GC, PC, IgG1^+^ class‐switched and follicular B cells at 4‐, 8‐, and 14 days post‐SRBC‐HEL immunization. *N* = 8–10 mice; data shows mean and SEM. *P < 0.05; ***P < 0.001; ****P < 0.0001 using 2‐way ANOVA with multiple comparisons.

Targeting with a sgRNA specific for *Sh3gl1* showed an efficient disruption of *Sh3gl1* at the genomic level (Fig EV3A) and a reduction in *Sh3gl1* mRNA (Fig EV3B). *Sh3gl1*‐targeted mCherry^+^ B‐cell proportions in the bone marrow and in the transitional populations in spleen remained constant and similar to controls, indicating that early B‐cell development progressed normally in the endophilin A2‐deleted cells (Fig 3B). However, proportions of mCherry^+^ cells declined to about half in mature follicular B cells and were 5–10 times reduced in marginal zone (MZ) B cells (Fig 3B and C). In comparison, mCherry proportions in T cells (Fig 3B) and other non‐B cells (not shown) were not affected, indicating a selective role of endophilin A2 in B cells.

**Figure EV3:**
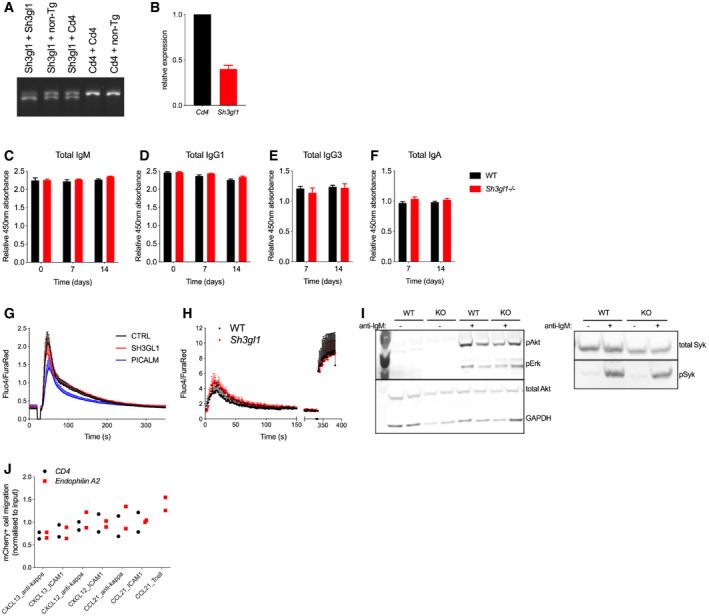
*Sh3gl1* deletion does not affect total antibody titers or early BCR signaling ASurveyor assay detecting genomic DNA editing. 200bp genomic region around the targeted PAM site in *Sh3gl1* is amplified from cells expressing *Sh3gl1*, *Cd4*, or non‐targeting sgRNA. PCR amplicons from targeted and wild‐type DNA are mixed, denatured, and re‐annealed. CRISPR‐mediated editing results in mis‐matched DNA loops, which are cleaved by an endonuclease and visualized as two separate bands.B*Sh3gl1* transcript levels in sorted donor B‐cell populations from chimeric mice with mCherry expression between 40 and 60%. Data show mean + SEM from four mice in two experiments.C–FTotal antibody levels measured by clonotyping ELISA using capture antibody. One representative experiment showing measurements from 4 mice. Data show mean + SEM. (C) IgM (D) IgG1 (E) IgG3 (F) IgA.GCRISPR‐targeted Ramos, activated with 2 μg/ml of anti‐human IgM F(ab')_2_. Data show mean and SEM from 4 independent infections.HPrimary B cells from *Sh3gl1* ^−/−^ mice or WT littermates, activated with 2 μg/ml anti‐mouse Igκ F(ab')_2_, for 380 seconds, followed by addition of ionomycin (5 μg/ml) at 300 s. *N* = 3 mice. Data show mean + SEM.IWestern blot detection of total and phosphorylated Syk, Erk, and Akt in primary B cells from *Sh3gl1* ^−/−^ mice or WT littermates, activated with 2 μg/ml anti‐mouse Igκ F(ab')_2_.JChemokine‐induced migration through ICAM‐1 or anti‐Igκ‐coated transwells. mCherry^+^ percentage is normalized to input population. *N* = 2 mice.

To investigate antigen‐specific responses of *Sh3gl1*‐targeted B cells to immunization, we crossed Cas9 mice with SW_HEL_ mice (Phan *et al,* 2003) carrying B‐cell specificity for hen egg lysozyme (HEL). Bone marrow from the resulting progeny was used for CRISPR targeting and bone marrow chimeras. Following adoptive transfer of follicular B cells to C57BL/6 mice, we immunized with HEL conjugated to sheep red blood cells (SRBCs) and analyzed early activation, GC responses, and generation of plasma cells (PCs). At day 1 after immunization, *Sh3gl1*‐targeted B cells upregulated activation markers CD69 and CD86 similarly to controls (Fig 3D and E). However, at days 4–14, they produced significantly fewer class‐switched IgG1 cells, GC cells, and PCs (Fig 3F). Naïve follicular B‐cell numbers also showed a decreasing trend but did not reach significance. Thus, endophilin A2 is dispensable for early antigen‐induced B‐cell activation, but is required for GC responses and efficient generation of PCs.

### Endophilin A2 knockout mouse confirms B‐cell developmental defects and exhibits diminished GC and antibody responses

To confirm the importance of endophilin A2 in B‐cell responses, we characterized the immune system of *Sh3gl1* ^−/−^ mice (Milosevic *et al,* 2011) compared with *Sh3gl1* ^+/+^ littermates (WT). In agreement with the CRISPR‐mediated deletion, *Sh3gl1* ^−/−^ mice showed normal early B‐cell development in the bone marrow and in the transitional populations in the spleen but a reduction in splenic follicular and MZ B cells, as well as mature B cells in lymph nodes (Fig 4A). In contrast, numbers of CD4^+^ and CD8^+^ T cells in lymph nodes were normal. This B‐cell lymphopenia was reflected in reduced spleen size of *Sh3gl1* ^−/−^ mice, compared with WT littermates (Fig 4B). In addition, *Sh3gl1* ^−/−^ follicular B cells had an altered surface marker phenotype, similar to that obtained by CRISPR targeting (Fig 4C, and not shown).

**Figure 4:**
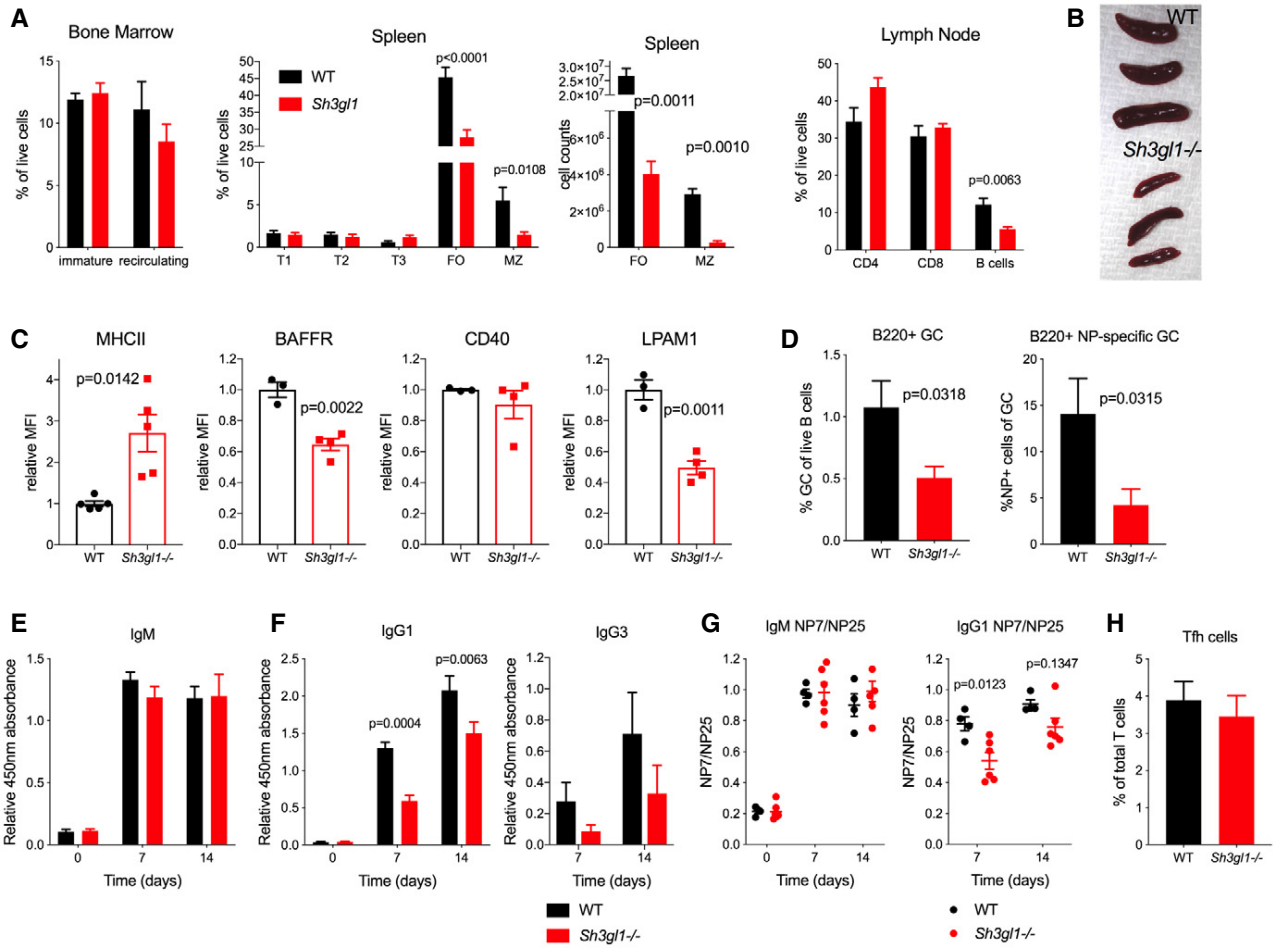
Endophilin A2 knockout mouse mimics the phenotype of CRISPR‐targeted chimeras and exhibits reduced levels of affinity matured serum antibodies upon immunization ACharacterization of B‐cell populations in bone marrow, spleen, and lymph node at steady state. Data show mean and SEM from *N* = 5 mice. *P*, significance in *t*‐tests performed for follicular (FO) and MZ cell counts.BSpleen size in *Sh3gl1* ^−/−^ and WT littermates at 12 weeks of age.CSurface levels of MHCII, BAFFR, CD40, and LPAM1 in *Sh3gl1* ^−/−^ and WT littermates. *N* = 4–5 mice. *P*, statistical significance from unpaired *t*‐tests. Data show mean ± SEM.DQuantification of B220^+^Fas^+^CD38^‐^ GC population as percentage of total splenic B cells and NP‐specific cells as a percentage of the GC population 14 days after NP‐CGG immunization in alum. Data show mean ± SEM from *N* = 6 mice, *P*, significance in unpaired *t*‐tests.E, FSerum antibodies collected pre‐immunization and 7 or 14 days post‐NP‐CGG immunization, detected by NP7‐BSA ELISA using isotype‐specific secondary antibodies. Data show mean ± SEM from *N* = 3 experiments with statistical significance from 2‐way ANOVA with multiple comparisons.GRatio of binding to NP7 and NP25, as measured by ELISA. Data show mean ± SEM; *N* = 4–6 mice. Statistical significance from 2‐way ANOVA with multiple comparisons.HNumbers of Tfh cells 14 days post‐immunization, identified as a CD4^+^CD44^+^PD‐1^+^CXCR5^+^ population. Mean and SEM of *N* = 4 mice.

To understand the role of endophilin A2 in antibody production, we immunized the mice with T‐dependent antigen, NP‐CGG. *Sh3gl1* ^−/−^ mice exhibited severely reduced total and NP‐specific GC B‐cell numbers (Fig 4D). Quantification of total and NP‐specific serum antibody levels showed that *Sh3gl1* ^−/−^ mice had normal total baseline IgM and IgG levels (Fig EV3C–F) and mounted a relatively normal IgM response (Fig 4E). However, they showed markedly decreased serum NP‐specific IgG1 and IgG3 at 7 and 14 days post‐immunization (Fig 4F).

To investigate the effect of endophilin A2 knockout on affinity maturation, we compared the binding of serum antibodies with low valency NP7 and high valency NP25 antigens. The NP7/NP25 binding ratio, used as a measure of affinity, increased in WT mice by day 7 post‐immunization. While no differences were seen in the NP7/NP25 binding ratio of IgM in *Sh3gl1* ^−/−^ mice, the serum IgG ratio was significantly lower at day 7 and did not reach WT levels at day 14, suggesting inefficient antibody affinity maturation (Fig 4G).

These data, together with normal numbers of T follicular helper (Tfh) cells after immunization (Fig 4H), indicate a B cell‐intrinsic role of endophilin A2 in GC B‐cell responses, class switching, and affinity maturation.

### Endophilin A2 is dispensable for antigen presentation to T cells

The GC defect could reflect an inability of the endophilin A2‐deleted B cells to compete for T cell help as a result of lower BCR‐mediated antigen uptake, processing, and presentation. Follicular B cells isolated from the chimeric mice exhibited a small but consistent reduction in IgM‐BCR internalization (Fig 5A). A similar reduction was observed in *Sh3gl1* ^−/−^ mice (not shown). In contrast, internalization of IgD BCR appeared unaffected in the absence of endophilin A2 (Fig 5B). In addition, we observed a significant reduction in IgG‐BCR internalization after anti‐IgG stimulation of *Sh3gl1* ^−/−^ GC B cells (Fig 5C), confirming a role for endophilin A2 in IgM and IgG‐BCR endocytosis in both naïve and GC B cells. Unexpectedly, despite slower internalization after anti‐IgM stimulation, both in solution (Fig 5A) and from PMS (Fig 5D), surface levels of IgM were lower in *Sh3gl1* ^−/−^ B cells (Fig 5E). This could be explained by increased rates of degradation of surface IgM 3 h after anti‐IgM stimulation (Fig 5F and G), suggesting that while endophilin A2 positively regulates BCR endocytosis, it negatively regulates BCR delivery into degradative compartments.

**Figure 5:**
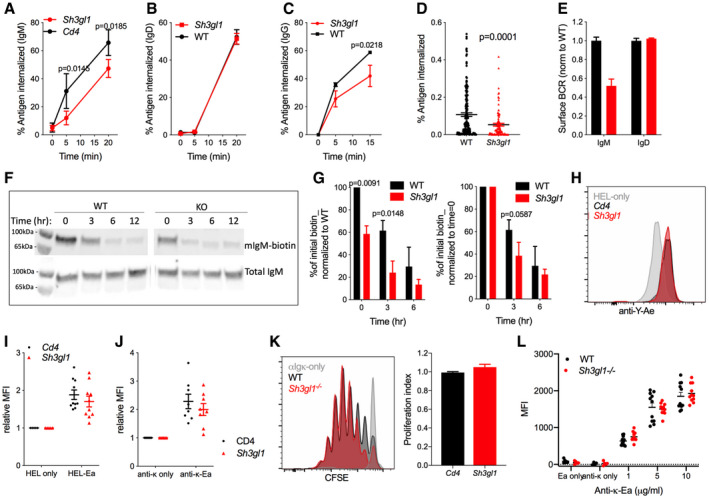
Endophilin A2 positively regulates BCR internalization but is dispensable for antigen presentation Soluble anti‐IgM internalization in CRISPR‐targeted follicular B cells. *N* = 11–12 mice. Data show mean ± SEM. *P*, statistical significance from two‐way ANOVA.Soluble anti‐IgD internalization. *N* = 3 mice. Data show mean ± SEM. *P*, statistical significance from two‐way ANOVA.Soluble anti‐IgG internalization in GC B cells from SRBC‐immunized mice. *N* = 4 mice. Data show mean ± SEM. *P*, statistical significance from two‐way ANOVA.Internalization of anti‐IgM from PMS quantified in fixed naïve B cells at 10‐min post‐synapse formation. *N* = 172 and 97 cells analyzed in one out of two representative experiments. Data show mean ± SEM. *P* = 0.0001 in unpaired *t*‐test.Surface IgM or IgD MFI relative to WT in naïve splenic follicular B cells. *N* = 3 mice. Data show mean ± SEM.IgM degradation following total cell surface biotinylation, measured as loss of biotin‐labeled membrane IgM (mIgM) in cell lysates over time.Western densitometry quantifying IgM degradation assay. Proportion of biotin detected is normalized to the initial WT condition (left) or to the initial amount for each genotype (right). Data show mean ± SEM from three independent tests. *P*, statistical significance from two‐way ANOVA.MHCII antigen presentation in SWHEL B cells 24 h post‐adoptive transfer and immunization with Ea‐HEL‐SRBC conjugate as detected by anti‐Y‐Ae surface stain.Relative anti‐Y‐Ae MFI in CRISPR‐targeted B cells normalized to HEL‐only immunized mice. *N* = 10 immunized mice across 3 experiments. Data show mean ± SEM.*In vitro* antigen presentation in CRISPR‐targeted B cells measured by anti‐Y‐Ae. *N* = 8 independent cultures in 2 experiments. Data show mean ± SEM.Proliferation (CFSE dilution) of OT‐II CD4 cells in co‐cultures with anti‐Igκ‐OVA pulsed B cells; and quantification from 6–8 mice. Data show mean ± SEM.Relative anti‐Y‐Ae MFI in GC from immunized wild‐type and Sh3gl1^−/−^ mice. *N* = 11 from two experiments. Data show mean ± SEM.

To directly test the role of endophilin A2 in antigen presentation, we adoptively transferred HEL‐specific B cells from endophilin A2 HSC‐targeted bone marrow chimeras into WT mice, followed by immunization with SRBC‐HEL conjugated to Ea peptide, as previously described (Brink *et al,* 2015). B‐cell antigen presentation was analyzed 1 day later by staining for Eα peptide‐MHCII complex on the cell surface. *Sh3gl1*‐targeted B cells exhibited a very small reduction in antigen presentation, despite lower antigen uptake (Fig 5H and I). Similar results were obtained *in vitro* when isolated B cells were cultured with Eα peptide conjugated to anti‐Igκ via a biotin‐streptavidin bridge (Fig 5J). Furthermore, sorted mCherry^+^ *Sh3gl1*‐targeted B cells pulsed with anti‐Igκ conjugated to ovalbumin stimulated normal proliferation of ovalbumin‐specific OT‐II CD4 T cells in co‐culture assays (Fig 5K). Total antigen presentation was also similar in GC from wild‐type or *Sh3gl1* ^−/−^ immunized mice (Fig 5L). Thus, despite the role in BCR internalization, endophilin A2 is not essential for total B‐cell antigen presentation to T cells. This may be explained by a compensatory mechanism, as endophilin A2 simultaneously limits degradative BCR trafficking and MHCII expression.

We also observed normal antigen‐induced calcium flux (Fig EV3G and H), comparable levels of Syk, Erk, and Akt phosphorylation downstream of the BCR (Fig 3I) and chemokine‐induced migration (Fig EV3J), suggesting that early functions required for B‐cell activation and interaction with T cells *in vivo* are not affected by endophilin A2 absence.

### Endophilin A2 is important for metabolic support of B‐cell growth and proliferation

To understand whether endophilin A2 is required for the response of B cells to T cell help, we analyzed proliferation of DDAO‐labeled B cells stimulated by CD40L. We found a severely reduced ability of *Sh3gl1*‐targeted B cells to expand in response to CD40L compared with controls (Fig 6A). However, CD40 expression in *Sh3gl1* ^−/−^ B cells was normal and early transcription induced by CD40L was also similar to WT B cells as evidenced by RNAseq (Figs 6B and EV4A, Dataset EV5), suggesting a more downstream defect in cell expansion. 

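The RNA sequencing data comprised 18 libraries in 6 groups of 3 mice. B cells of WT and *Sh3gl1*-/- mice were taken as transitional and follicular cells *ex vivo*, and as follicular cells cultured with CD40L, the T-cell ligand that stimulates B cells through CD40. The figure legends give 24 h for the culture with CD40L, the methods describe an overnight culture, and the sample labels give 14 h. The methods describe SMART-Seq HT cDNA and Nextera XT libraries, whereas the labels name a KAPA mRNA kit. For alignment and quantification the methods name TopHat and Cufflinks on GRCm38. The deposited table has the columns of RSEM, which estimates an expected count for each gene by dividing the reads that map to several transcripts between them. It lists 51912 genes by Ensembl identifier with expected counts, TPM and FPKM for each library. Between 10.3% and 11.6% of the expected counts of a library were not whole numbers, and they were rounded before testing. The paper's text does not name a test for differential expression.

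Total counts per library, as the table gives them, ranged from 12894080 to 15501865 (median 14737187) in follicular WT cells and from 12942661 to 15380827 (median 13884720) in follicular *Sh3gl1*-/- cells. After CD40L culture they ranged from 15246554 to 18366011 (median 15976708) in WT and from 12415851 to 16325411 (median 14871278) in *Sh3gl1*-/- cells. In transitional cells they ranged from 12404665 to 14552345 (median 13322877) in WT and from 13633326 to 16514781 (median 15288107) in *Sh3gl1*-/- cells. A floor of 3 counts corresponded to between 0.163 and 0.242 CPM (counts scaled to library size) across the libraries. It covers counting error only, since PCR copies without molecular identifiers are not independent molecules. Each of the 18 pairs of libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom between 9.25 and 47.8, so each library was counted as 1 sample. The spread between mice, as edgeR's biological coefficient of variation, was 18.3% in follicular cells *ex vivo* and 23.1% after CD40L culture. Counts were scaled by TMM, and CPM values use the scaled library sizes. Genes were filtered with filterByExpr, and counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.05.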

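*Cd40* (ENSMUSG00000017652, GRCm38 chromosome 2 from 165055627 to 165072948) had 170.3 ± 10.2 CPM (SD, n = 3) in follicular WT cells *ex vivo* and 176.9 ± 12.1 CPM (SD, n = 3) in follicular *Sh3gl1*-/- cells. The log2 fold change was 0.06 (SE 0.09, adjusted p = 0.90 from edgeR's quasi-likelihood test), and it stayed between 0.00 and 0.10 when each library was left out in turn. A two-sided exact permutation test of the 6 libraries gave p = 0.5, where 3 mice against 3 cannot go below 0.1. After CD40L culture *Cd40* rose to 433 ± 50.0 CPM (SD, n = 3) in WT and 387 ± 32.2 CPM (SD, n = 3) in *Sh3gl1*-/- cells. Its log2 response was 1.31 (SE 0.11) in WT and 1.11 (SE 0.11) in *Sh3gl1*-/- cells, and the difference between the responses was -0.21 (SE 0.15, adjusted p = 0.72 from the same edgeR test).

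Across 14460 genes tested in the 12 follicular libraries, CD40L changed 7126 genes in WT cells, of which 3414 were higher and 3712 lower than *ex vivo*. In *Sh3gl1*-/- cells 6131 genes changed, 2985 higher and 3146 lower. No gene differed in its response between the genotypes (0 genes at an adjusted p under 0.05 in edgeR's interaction test, with 1278 genes at an unadjusted p under 0.05). The alternative that moved this number most was the test of all genes with at least 1 count, which called 210 genes. In simulated counts of the same design, with a dispersion of 0.0475 as estimated for these 12 libraries, the interaction test recovered 104 of 108 genes changed by 2 on the log2 scale and 20 of 92 genes changed by 1. All these genes were well above the floor in every library, and smaller changes were not simulated. Same-numbered libraries of one genotype deviated together from their group means before and after culture, with a mean correlation across 15064 genes of 0.169 in WT and 0.077 in *Sh3gl1*-/- mice. With the replicate number as a block, 7037 genes changed in WT cells (6879 of them also changed without the block) and 6046 in *Sh3gl1*-/- cells (5891 of them also without it). With a separate term for each number within each genotype, chosen after seeing the data, 0 genes differed in response (1172 at an unadjusted p under 0.05).

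Over the 7126 genes that changed in WT cells, 6997 (98.2%) moved in the same direction in *Sh3gl1*-/- cells. The slope of the *Sh3gl1*-/- response on the WT response across these genes was 0.81 (Pearson's r 0.92), and ranged from 0.74 to 0.83 when each library was left out in turn. Its SD was 0.050 over the CD40L-cultured *Sh3gl1*-/- libraries taken singly. That SD leaves out the spread of the WT and *ex vivo* libraries, whose means were held fixed. The correlation is across genes, which are not independent replicates, and choosing genes by their change in WT cells favours a slope under 1. From normal CD40 expression and a similar early transcriptional response, the paper proposes that the defect in expansion lies further downstream.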

Consistently, we observed that the defect in expansion was not limited to CD40L stimulation, but also occurred in response to BCR and TLR stimuli (Fig 6C). The reduced expansion was primarily a result of reduced proliferation, as rates of cell death in response to CD40, BCR, and TLR ligation were not elevated (Fig 6D). However, cell survival in response to BAFF was reduced. These findings were reproducible in non‐competitive B‐cell cultures from *Sh3gl1* ^−/−^ mice (Fig EV4B and C), although results from IgM and TLR stimulation did not reach statistical significance under these conditions. In contrast, T cells isolated from these mice proliferated similarly to WT in response to anti‐CD3 plus anti‐CD28 stimulation (Fig EV4B and C).

**Figure 6:**
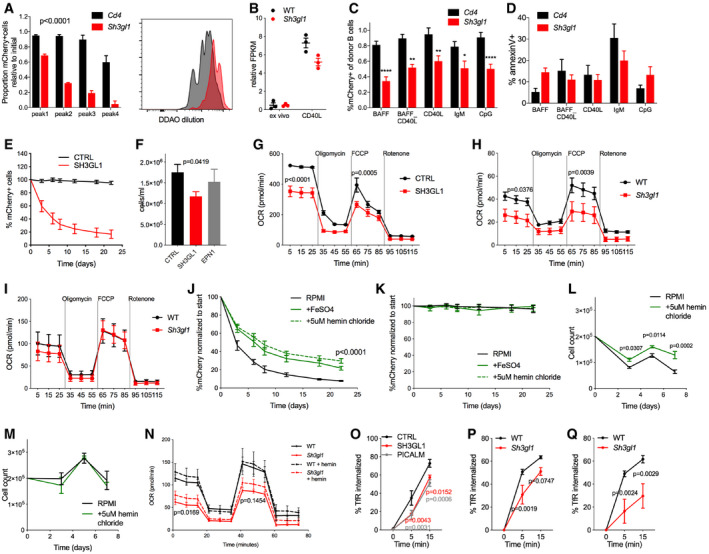
Endophilin A2 is required for B‐cell iron‐dependent oxidative phosphorylation and cell expansion ACRISPR‐targeted follicular B‐cell proliferation after 3 days of CD40L stimulation. mCherry^+^ populations were quantified within individual DDAO peaks. *N* = 3 mice. *P*, statistical significance calculated by two‐way ANOVA reached *P* < 0.0001 for all proliferation peaks.BCD80 mRNA levels in B cells following 24 h of CD40L culture, relative to untreated B cells. Data from RNAseq of *N* = 3 mice.C, DIsolated naïve B cells from CRISPR‐targeted chimeras after 3‐day culture in stated cytokines. (C) mCherry percentage in targeted primary cell cultures. *N* = 15 mice. *P < 0.05, **P < 0.01, ****P < 0.0001 using two‐way ANOVA. (D) AnnexinV surface stain in targeted cells. *N* = 3–4 mice.EmCherry^+^ cell percentage in CRISPR‐targeted Ramos cells over time. *N* = 6 independent experiments.FCell counts at passage 3–6 of CRISPR‐targeted puromycin‐selected Ramos cells. *N* = 4 independent infections. *P*, statistical significance from unpaired *t*‐test.GOxygen consumption rate (OCR) in CRISPR‐targeted Ramos cells. *N* = 2 independent infections. *P*, two‐way ANOVA of basal and maximum OCR.HOCR in B cells isolated from *Sh3gl1* ^−/−^ and WT littermates. *N* = 9 mice. *P*, two‐way ANOVA of basal and maximum OCR.IOCR in T cells isolated from *Sh3gl1* ^−/−^ and WT littermates. *N* = 4 mice.J–LCell cultures with full RPMI media supplemented with 50 μg/ml FeSO_4_ or 5 μM hemin chloride. (J) *SH3GL1*‐targeted Ramos cells. *N* = 4 independent infections. *P*, statistical significance from two‐way ANOVA from both treatments versus RPMI. (K) Control sgRNA‐targeted Ramos cells. (L) *Sh3gl1* ^−/−^ isolated B cells, maintained in CD40L culture. *N* = 3 mice. *P*, significance calculated by two‐way ANOVA.MB cells isolated from WT littermates, maintained in CD40L culture.NOCR in *Sh3gl1* ^−/−^ or WT B cells after overnight culture in CD40L, supplemented with 5 μM hemin chloride. *N* = 6 mice. *P*, two‐way ANOVA with matched samples for basal and maximum OCR.OTfR internalization assay in Ramos cells using biotinylated anti‐CD71. Four independent CRISPR infections in two experiments. *P*, significance calculated using two‐way ANOVA and indicated in corresponding color.P, QMouse transferrin internalization in B cells from SRBC‐immunized WT and *Sh3gl1* ^−/−^ littermates. *N* = 7 mice per genotype in two experiments. *P*, statistical significance analyzed using two‐way ANOVA. (P) Naïve B cells. (Q) GC B cells. Data information: All data show means ± SEM.

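*Cd80*, which encodes a ligand for T-cell costimulation (ENSMUSG00000075122, GRCm38 chromosome 16 from 38455561 to 38496335), was near the floor *ex vivo*. Its counts were between 3 and 18 in follicular WT libraries and between 7 and 14 in follicular *Sh3gl1*-/- libraries. The authors' FPKM values were 0.43 ± 0.39 (SD, n = 3) and 0.44 ± 0.12 (SD, n = 3). After CD40L culture, counts were between 145 and 208 in WT and between 83 and 133 in *Sh3gl1*-/- libraries, and FPKM values were 6.43 ± 0.57 (SD, n = 3) and 4.59 ± 0.46 (SD, n = 3). The log2 response was 4.08 in WT (SE 0.45, adjusted p = 6.2e-06 from edgeR's quasi-likelihood test) and 3.41 in *Sh3gl1*-/- cells (SE 0.45, adjusted p = 3.9e-05 from the same test). The difference between the responses was -0.67 (SE 0.64, adjusted p = 0.81 in edgeR's interaction test) and ranged from -1.66 to -0.21 when each library was left out in turn. With the replicate number as a block it was -0.74. Compared directly after culture, all 3 *Sh3gl1*-/- libraries were below every WT library, with a log2 fold change of -0.54 (SE 0.21, adjusted p = 0.67 from edgeR's quasi-likelihood test over 13188 genes). The two-sided exact permutation test of these 6 libraries gave p = 0.1, the smallest that 3 mice against 3 allow.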

**Figure EV4:**
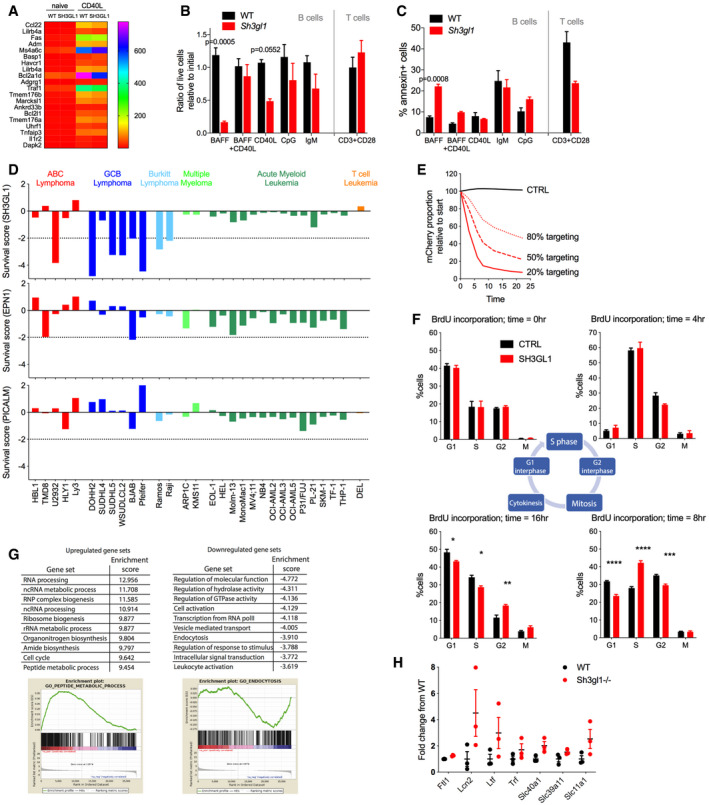
Loss of endophilin A2 affects cell expansion in primary and Ramos B cells Heat map of TPM values from RNAseq comparing follicular B cells from WT and *Sh3gl1* ^−/−^ littermates. Shown are the top 20 genes upregulated in WT B cells 24 h after CD40L activation.Numbers of viable cells in 3‐day culture of follicular B cells in specified cytokines. *N* = 3 mice. Data show mean and SEM; *P* values are calculated using two‐way ANOVA.AnnexinV stain of B‐cell cultures in (B). Data show mean and SEM; *P* values are calculated using two‐way ANOVA.Endophilin A2, EPN1, and PICALM survival scores in hematopoietic cell lines from our screens using the Brunello library in Ramos cells, together with CRISPR scores from published genome‐wide screens (Wang *et al,* 2015; Wang *et al,* 2017; Phelan *et al,* 2018). Scores are normalized using the mean value of the top 200 essential genes in each screen. Dotted line indicates typical CRISPR score threshold for gene essentiality.Decreased percentage of *SH3GL1*‐targeted Ramos population in experiments with indicated initial percentage of targeted cells. Data show one representative experiment out of 3.BrdU pulse‐chase assay in Ramos cells. Clockwise from top left: equal BrdU incorporation at time = 0 h; slower progression of BrdU‐labeled cells into G2 phase in *SH3GL1‐* compared with CTRL‐targeted cells at time = 4 h; slower progression into G1 of following cycle while greater proportion of *SH3GL1* cells remain in initial S phase at time = 8 h; slower progression between G2 and M phase in *SH3GL1*‐targeted cells resulting in significantly greater numbers in G2 and less in G1 or S phase of subsequent cycle. *N* = 4 independent infections. Data show mean + SEM. *P ≤ 0.05 **P ≤ 0.01 ***P ≤ 0.001 ****P ≤ 0.0001 using 2‐way ANOVA with multiple comparisons.GSEA of RNAseq analysis comparing WT and *Sh3gl1* ^−/−^ sorted follicular B cells. Three mice of each genotype were used for RNAseq and top 10 significantly enriched gene sets up‐ or down‐regulated in *Sh3gl1* ^−/−^ B cells are shown.Expression of genes upregulated in *Sh3gl1* ^−/−^ B cells in GO: 0006879 cellular_iron_ion_homeostasis. *N* = 3 mice. Data show mean ± SEM.

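The heat map of Fig EV4A names 19 distinct genes. In the present test, all 19 were higher in WT cells after CD40L, ranking between 1 and 893 of 14460 genes by the test statistic and between 4 and 129 by log2 fold change. *Ms4a6c* ranked first by the test statistic, with a log2 response of 4.67. The difference in response between *Sh3gl1*-/- and WT cells had a median of -0.41 over the 19 genes. The median log2 CPM of these genes had a pooled SD of 0.43 between libraries of one group, which is the spread of a level and not of this difference. The response was smaller in *Sh3gl1*-/- cells for 17 of the 19 genes, and for none of them did the difference pass when adjusted over all genes tested. Adjusted over the 19 genes alone, 4 passed. Fig EV4A shows these genes for their rise in WT cells in the same libraries, and such a choice by itself favours a smaller response in *Sh3gl1*-/- cells. *Fas*, which encodes a death receptor, had a difference of -0.89 (SE 0.28, adjusted p = 0.040 over the list and 0.47 over all genes, edgeR). *Adm* had a difference of -1.06 (SE 0.27) and *Il1r2* of -1.94 (SE 0.56), with adjusted p = 0.032 and 0.038 over the list in the same edgeR test. *Basp1* had a difference of -1.58 (SE 0.51, adjusted p = 0.040 over the list, edgeR), and its counts already differed *ex vivo*, between 4 and 15 in WT and between 24 and 59 in *Sh3gl1*-/- libraries. After culture *Basp1* was still higher in all 3 *Sh3gl1*-/- libraries (56.5 to 79.6 CPM) than in every WT library (43.7 to 49.4 CPM). *Fas* and *Adm* were also higher *ex vivo* in *Sh3gl1*-/- cells, where all 3 libraries had more CPM than every WT library (log2 fold change 0.72 and 0.89, with adjusted p = 0.29 and 0.25 in edgeR's test, and two-sided exact permutation p = 0.1 for each). After culture the log2 fold change between the genotypes was -0.14 for *Fas* and -0.15 for *Adm*. *Il1r2* had between 3 and 19 counts *ex vivo* in WT and between 13 and 30 in *Sh3gl1*-/- libraries (log2 fold change 0.90), and -1.04 after culture (adjusted p = 0.27, edgeR). *Ccl22* had the largest WT log2 response of the list, 8.40, and a difference of 1.10 in the other direction (SE 1.01).

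**Figure D1:**
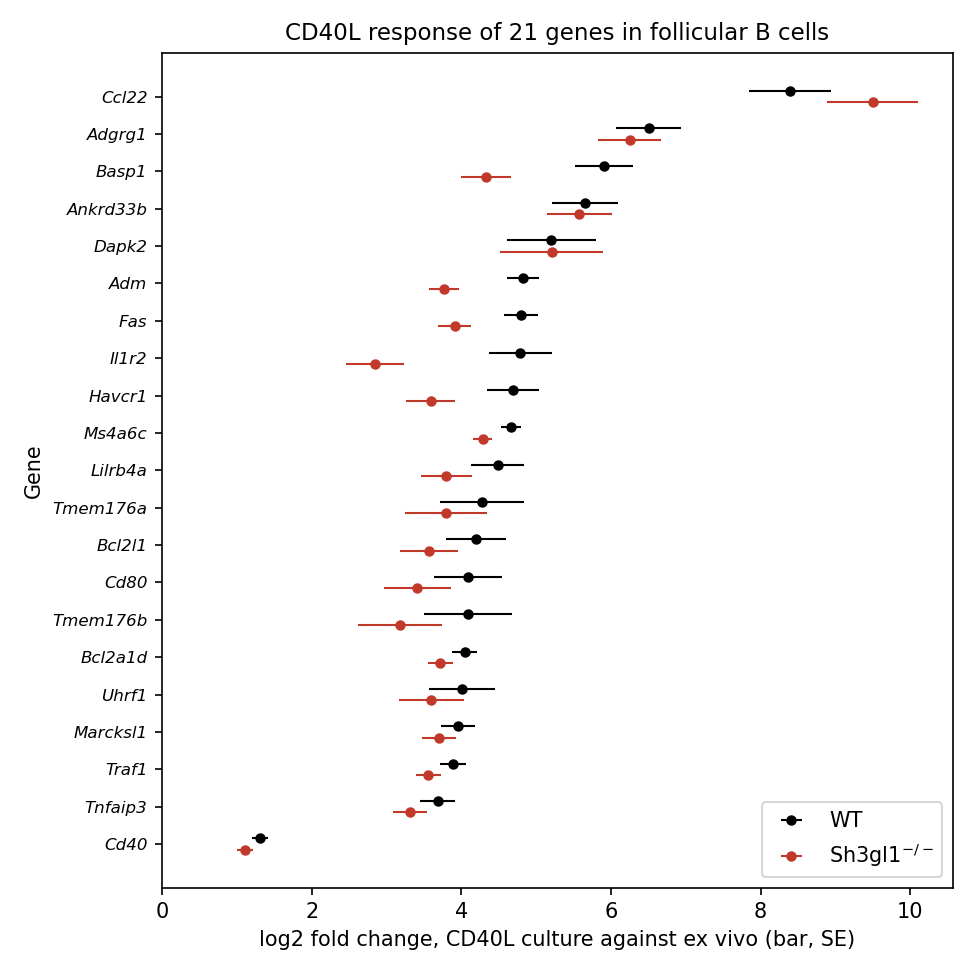
Log2 fold change of CD40L culture against *ex vivo* for the 19 genes of the heat map with *Cd80* and *Cd40*, ordered by the WT value. Black points are WT, red points are *Sh3gl1*-/-, and bars are the standard error from edgeR; the red point lies at a smaller value than the black point for 17 of the 19 heat map genes.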

Analysis of CRISPR survival scores determined in Ramos cells using the Brunello library also indicated cell‐intrinsic essentiality of endophilin A2 in growth (Fig EV4D). In addition, re‐analysis of published CRISPR screens (Wang *et al,* 2015; Wang *et al,* 2017; Phelan *et al,* 2018), indicated selective requirement for endophilin A2 for growth of B‐cell lymphoma lines, particularly Burkitt and GCB diffuse large B‐cell lymphoma types, but not the diffuse large B‐cell ABC type or other hematopoietic lines (Fig EV4D). In contrast, critical components of CME, EPN1 and PICALM, were not essential in Ramos cells or most other lymphoma cell lines (Fig EV4D).

CRISPR‐mediated *SH3GL1* targeting in Ramos cells confirmed a progressive loss of the targeted (mCherry^+^) population over time (Fig 6E), which was further exacerbated with increased levels of competition (Fig EV4E). This cell‐intrinsic defect was also apparent in puromycin‐selected cultures as reduced cell numbers at each passage and was specific to endophilin A2 as compared to CCP components (Fig 6F). Using a BrdU pulse‐chase assay in *SH3GL1*‐targeted Ramos cells, we established that the reduced cell expansion was not a result of a block at a specific cell cycle checkpoint, but an overall slower rate of cell cycle progression (Fig EV4F).

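*Sh3gl1* (ENSMUSG00000003200), the gene of endophilin A2, lies on the minus strand of GRCm38 chromosome 17 from 56016750 to 56036635. It had between 447 and 569 counts in follicular WT libraries *ex vivo* and between 1 and 3 in follicular *Sh3gl1*-/- libraries. As the *Sh3gl1*-/- libraries are at or under the floor of 3 counts, the gene was at least 163.3-fold lower (adjusted p = 6.2e-08, edgeR's quasi-likelihood test). After CD40L culture it had between 802 and 929 counts in WT and between 11 and 22 in *Sh3gl1*-/- libraries (log2 fold change -5.44, SE 0.29, adjusted p = 7.8e-05, same test). Transitional cells had between 377 and 591 counts in WT and between 4 and 11 in *Sh3gl1*-/- libraries. Of the paralogs, *Sh3gl2* had 0 counts in every library and *Sh3gl3* had at most 2 counts in any library, so neither was detectable above the floor at this depth.

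Between follicular *Sh3gl1*-/- and WT cells *ex vivo*, 115 of 13610 genes changed, 66 higher and 49 lower in *Sh3gl1*-/- cells, with 1481 genes at an unadjusted p under 0.05. The alternative that moved this number most was the test of all genes with at least 1 count, which called 602. After CD40L culture 3 genes changed, 0 higher and 3 lower, with 932 genes at an unadjusted p under 0.05. In simulated counts of 3 mice against 3, with the dispersion estimated for each comparison, the same test recovered 182 of 200 changed genes at that of follicular cells *ex vivo* (0.0335) and 164 of 200 at that after CD40L culture (0.0533). The changed genes were well above the floor in every library and moved by 1 or 2 on the log2 scale. Of those moved by 1, the test recovered 74 of 92 and 54 of 90. Smaller changes and genes with few counts were not simulated, so differences of that kind may have been missed. The genes with the lowest adjusted p among those higher in *Sh3gl1*-/- cells *ex vivo* were *Serpina3f* (log2 fold change 2.20), *Hivep3* (2.38), *Klra1* (1.47), *Cdk5rap1* (2.00) and *Lrmp* (0.90), with adjusted p from 2.0e-04 to 0.0028 in edgeR's test. Beside *Sh3gl1*, those among the lower genes were *Mpnd*, *Ahnak* (-1.12) and *Cyp4f18* (-0.70), with adjusted p from 2.3e-05 to 0.0036 in the same edgeR test.

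*Mpnd* (chromosome 17 from 56005711 to 56016790) lies on the other strand and overlaps the end of *Sh3gl1*. The overlap runs only from 56016750 to 56016790, and counting without strand would leave only the reads there uncertain. *Mpnd* had between 174 and 272 counts in WT and between 6 and 9 in *Sh3gl1*-/- follicular libraries (log2 fold change -4.84, SE 0.29). In transitional cells it had between 115 and 212 in WT and between 2 and 11 in *Sh3gl1*-/- libraries. After CD40L culture these were between 142 and 256 and between 7 and 16. So short an overlap is an unlikely source of the whole fall, although reads were not analysed by position. *Stap2*, the gene beyond *Mpnd* (55997077 to 56005584), had between 0 and 2 counts in WT and between 42 and 74 in *Sh3gl1*-/- follicular libraries, at least 20.9-fold higher. Within 5 Mb of *Sh3gl1*, 5 of 66 tested genes changed, against 110 of 13544 elsewhere (Fisher's exact test, two-sided p = 2.3e-04). These count *Sh3gl1* itself, whose change the knockout fixes. Without it, 4 of 65 changed (Fisher's exact test, two-sided p = 0.0021).

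**Figure D2:**
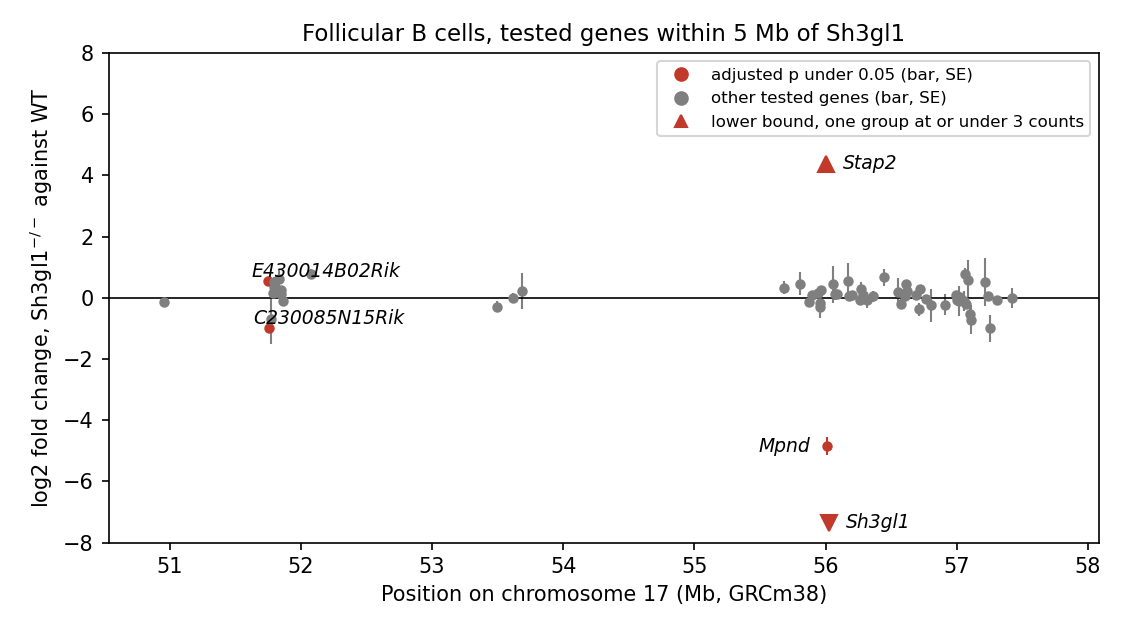
Log2 fold change of follicular *Sh3gl1*-/- against WT cells for the 66 tested genes within 5 Mb of *Sh3gl1*, against position on chromosome 17 (GRCm38, in Mb). Red points with standard errors are the genes with adjusted p under 0.05, grey points are the other genes, and triangles mark lower bounds where 1 group is at or under 3 counts; *Sh3gl1* and *Mpnd* lie far below 0 and *Stap2* far above it.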

To identify the reason for the B‐cell growth defect, we performed RNA sequencing on sorted follicular B cells from WT or *Sh3gl1* ^−/−^ mice *ex vivo* or post‐CD40L activation. 

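The libraries were tested against 21 Reactome gene sets chosen by name for the processes the paper discusses, since the GO sets of Fig EV4G were not used here. The 13610 genes tested in follicular cells *ex vivo* were ranked by the signed square root of edgeR's F statistic, and each set was scored by preranked enrichment (fgsea) with Benjamini-Hochberg adjustment over the 21 sets. A negative normalized enrichment score (NES) means lower expression in *Sh3gl1*-/- cells. Of the 7 sets for vesicle transport, endocytosis and signal transduction, 5 had a negative score, and none passed an adjusted p of 0.05 in this test. Signal Transduction had an NES of -1.09 over 950 genes and Signaling by the B Cell Receptor of -0.99 over 140 genes. Membrane Trafficking had an NES of -0.79 over 123 genes. Vesicle-mediated transport, which contains it, had an NES of 0.91 over 145 genes (adjusted p = 0.79 from fgsea), and Clathrin derived vesicle budding had 0.92 over 38 genes. With follicular *Sh3gl1*-/- replicate 2 left out, 1 of the 7 sets passed in the negative direction. In the test of all genes with at least 1 count, Vesicle-mediated transport passed in the positive direction (NES 1.69, adjusted p = 0.0049, fgsea).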

Gene set enrichment analysis in the absence of endophilin (GSEA, Fig EV4G) revealed downregulation of pathways regulating cell activation, vesicle‐mediated transport, endocytosis, protein transport, and signal transduction. Interestingly, gene sets upregulated in the absence of endophilin included many metabolic processes, cell cycle and organization of mitochondria, ER, and the plasma membrane. 

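Of the 21 Reactome sets, 3 passed an adjusted p of 0.05 in follicular *Sh3gl1*-/- against WT cells *ex vivo*, all with a positive score. Translation had an NES of 3.28 (145 genes, adjusted p = 1.2e-34 from fgsea). In this set 80% of the genes were higher in *Sh3gl1*-/- cells, with a median log2 fold change of 0.21. Among the 10 splits of the 6 follicular libraries into 3 against 3, the score of this set had a size of up to 3.50 in a split other than that by genotype. Cell Cycle had an NES of 1.39 (443 genes, adjusted p = 0.016 from fgsea), with 58.0% of its genes higher and a median log2 fold change of 0.03. The sets for mitochondria were not past the threshold of 0.05. At the adjusted p under 0.25 used below for iron sets, Mitochondrial translation alone among them would pass. Mitochondrial translation had an NES of 1.52 (87 genes, adjusted p = 0.058 from fgsea), and Respiratory electron transport had 1.21 over 75 genes (adjusted p = 0.33, fgsea), with 72% of its genes higher. Mitochondrial biogenesis had a negative score of -1.35 over 18 genes. Among metabolic sets, Metabolism of nucleotides had an NES of 1.17 and Metabolism of amino acids and derivatives of 0.98. The number of sets moved most with fry, a rotation test that allows for correlation between genes, in which 0 of the 21 sets passed, and with follicular *Sh3gl1*-/- replicate 2 left out, when 6 passed. With camera, which also allows for such correlation, Translation was the only set to pass (adjusted p = 3.3e-11, camera), and Cell Cycle had an adjusted p of 0.42.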

To investigate possible role of cell metabolism and mitochondrial function, we measured oxygen consumption rate (OCR) in *Sh3gl1* ^−/−^ primary B cells and CRISPR‐targeted Ramos cells. Endophilin A2‐deficient cells exhibited reduced basal and maximal respiration compared with controls, consistent with metabolic impairment highlighted in the transcriptional analysis (Fig 6G and H). Contrastingly, OCR of T cells isolated from *Sh3gl1* ^−/−^ mice were similar to WT T cells (Fig 6I).

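Among the 21 Reactome sets, 4 concern iron or porphyrins. The paper's threshold for these sets was a false discovery rate of 25%, and at an adjusted p under 0.25 in the preranked test 2 of the 4 had a positive score in follicular *Sh3gl1*-/- cells *ex vivo*. Iron uptake and transport had an NES of 1.77 (34 genes, adjusted p = 0.040 from fgsea), with 61.8% of its genes higher and a median log2 fold change of 0.03. It had adjusted p = 0.16 with camera and 0.17 with fry. With the level of a list of neutrophil genes in the fit, its NES was 1.16 (adjusted p = 0.71, fgsea). Metabolism of porphyrins had an NES of 1.62 (14 genes, adjusted p = 0.12 from fgsea). Transferrin endocytosis and recycling had an NES of 0.82 over 21 genes, and Mitochondrial iron-sulfur cluster biogenesis had -0.85 over 9 genes. Across the 6 fits that each left out 1 library, Iron uptake and transport had scores from 1.65 to 1.93 and stayed under an adjusted p of 0.05 in 3 of them. Sets for other metals were not analysed here.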

The transcriptional analysis also revealed significant enrichment (at FDR < 25%) of several iron and other metal transport and homeostasis gene sets in *Sh3gl1* ^−/−^ cells. Expression of several genes involved in regulating iron ion homeostasis was elevated in *Sh3gl1* ^−/−^ B cells (Fig EV4H). 

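Fig EV4H shows 7 genes, and all 7 had a positive log2 fold change in follicular *Sh3gl1*-/- against WT cells *ex vivo*. One gene passed when adjusted over all 13610 genes tested, and all 7 passed when adjusted over the 7 alone. That list is the paper's own choice from these data, so the second count shows no stability. *Ftl1*, which encodes the ferritin light chain (ENSMUSG00000050708, GRCm38 chromosome 7 from 45457944 to 45459884), rose from 2370.5 ± 21.3 CPM (SD, n = 3) to 3039.7 ± 137 CPM (SD, n = 3). The log2 fold change was 0.36 (SE 0.05, adjusted p = 0.010 from edgeR's quasi-likelihood test) and ranged from 0.34 to 0.39 when each library was left out. Summed with its 3 annotated copies, among which reads could be divided, it was also 0.36. *Lcn2*, which encodes lipocalin 2 (chromosome 2 from 32384633 to 32388252), had between 6 and 50 counts in WT and between 52 and 169 in *Sh3gl1*-/- libraries. Its log2 fold change was 2.21 (SE 0.66, adjusted p = 0.20 over all genes and 0.011 over the 7, edgeR), from 1.54 to 3.37 across the fits that left out a library. *Ltf*, which encodes lactoferrin (chromosome 9 from 111019271 to 111042767), had between 39 and 214 counts in WT and between 197 and 758 in *Sh3gl1*-/- libraries, with a log2 fold change of 1.85 (SE 0.58, adjusted p = 0.22 over all genes, edgeR). A list of neutrophil genes was also higher in *Sh3gl1*-/- libraries, with a median log2 fold change of 1.99 over 13 genes. With its level in the fit, 0.063 was left of the *Lcn2* log2 fold change and -0.37 of that of *Ltf*. Most was left for the other genes of the figure tested with this list, with 0.28 of 0.36 for *Ftl1* and 1.42 against 1.07 for *Slc11a1*.

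*Slc40a1*, which encodes ferroportin (chromosome 1 from 45908068 to 45926523), had a log2 fold change of 1.05 (SE 0.22, adjusted p = 0.065 over all genes, edgeR). *Trf*, which encodes transferrin (chromosome 9 from 103204001 to 103230444), also had 1.05 (SE 0.29, adjusted p = 0.15, same edgeR test). *Slc11a1* (chromosome 1 from 74375195 to 74386062) had 1.07 (SE 0.42) and *Slc39a11* (chromosome 11 from 113244853 to 113650079) had 0.61 (SE 0.27), with adjusted p of 0.35 and 0.45 over all genes in edgeR's test. For 6 of the 7 genes all 3 *Sh3gl1*-/- libraries were above every WT library, which gives the smallest p of the two-sided exact permutation test, 0.1. For *Ltf* 2 of the 3 *Sh3gl1*-/- libraries were above every WT library (two-sided exact permutation p = 0.2). With the replicate number as a block, same-numbered *Sh3gl1*-/- and WT libraries being different mice, 4 of the 7 passed over all genes. The test of all genes with at least 1 count called 5 of the 7.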

Given the importance of cellular iron homeostasis for mitochondrial respiration and lymphocyte proliferation (Seligman *et al,* 1992; Cronin *et al,* 2019), we endeavored to test whether iron uptake played a role in the metabolic and survival defects in the absence of endophilin A2. Iron supplementation using ferrous sulfate or hemin chloride in both Ramos and primary B‐cell cultures showed a consistent though incomplete rescue of cell growth over time (Fig 6J and L), with little effect on non‐targeted or WT cells (Fig 6K and M). In contrast to iron rescue, *SH3GL1*‐deleted Ramos cells were not rescued by supplementation with glucose, glutamine or non‐essential amino acids (NEAA; Fig EV5A and B) and glucose uptake in these cells was normal (Fig EV5C and D). Growth defects were apparent in the context of normal mitochondrial mass in both Ramos and primary B cells (Fig EV5E and F). Furthermore, iron supplementation resulted in a partial rescue of cellular OCR in the *Sh3gl1* ^−/−^ B cells with little effect on WT cells (Fig 6N). As this supplementation bypasses the requirement for transferrin receptor (TfR) internalization, we analyzed transferrin uptake in CRISPR‐targeted Ramos and primary naïve or GC B cells. In Ramos, *SH3GL1 targeting* reduced TfR internalization similar to PICALM depletion (Fig 6O). This reduction was recapitulated in naive *Sh3gl1* ^−/−^ B cells and was particularly dramatic in GC B cells (Fig 6P and Q). Accumulation of labeled human transferrin was also significantly reduced in *SH3GL1*‐deleted Ramos at both 15 and 30 min timepoints (Fig EV5G), and stronger than either PICALM or EPN1 disruption. However, unlike the BCR, TF clusters were predominantly colocalized with clathrin rather than endophilin A2 (Fig EV5H and I), pointing toward indirect involvement of endophilin A2. Together these results highlight a B cell‐specific requirement for endophilin A2 in cellular metabolism, growth, and expansion, in part by regulating iron uptake.

**Figure EV5:**
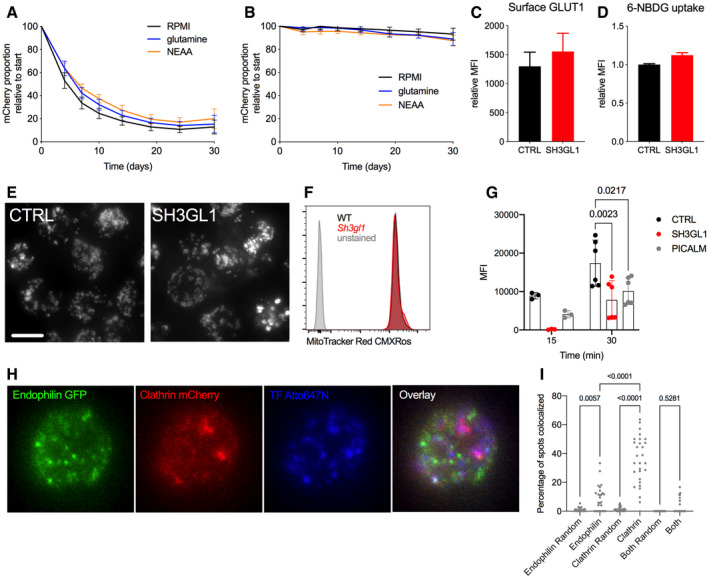
Growth defect upon *SH3GL1* deletion is not rescued by common cell culture supplements and does not correlate with altered mitochondrial mass mCherry percentage in *SH3GL1*‐targeted Ramos cells over time, supplemented with 5× normal concentration of l‐Glutamine or NEAA. *N* = 5 independent infections. Data show mean ± SEM.mCherry percentage in CTRL‐targeted Ramos cells over time, supplemented with 5× normal concentration of l‐Glutamine or NEAA. *N* = 5 independent infections. Data show mean ± SEM.Surface GLUT1 stain in CRISPR‐targeted Ramos cells, *N* = 8 across 3 experiments. Data show mean ± SEM.Accumulation of 6‐NBDG (fluorescent glucose analog) after 10‐min internalization in Ramos cells; *N* = 4. Data show mean ± SEM.Anti‐TUFM immunofluorescence showing total mitochondrial mass and organization in CRISPR‐targeted Ramos cells. Scale bar = 5 μm.MitoTracker Red CMXRos stain for active mitochondria in primary B cells from WT and *Sh3gl1* ^−/−^ B cells.Human transferrin uptake in targeted Ramos cells. Data show mean ± SEM from six independent CRISPR infections in two experiments; significance calculated using two‐way ANOVA.Ramos expressing clathrinLC‐mCherry and endophilinA2‐GFP internalize Atto647N‐labeled human transferrin.Quantification of transferrin clusters with either clathrin spots, endophilinA2 spots, or both. *N* = 25–30 cells across two experiments. Significance calculated using two‐way ANOVA.

## Discussion

Our study presents a large‐scale, unbiased characterization of antigen internalization in B cells enabled by whole‐genome CRISPR screening. We have validated 72 genes positively and negatively regulating BCR internalization, covering a wide range of cellular processes. As expected, the screen hits included CCP components, confirming the role of CME and pointing to a specific subset of CCP components, such as EPN1 and PICALM, that are the most intimately involved in antigen uptake. The screen also identified a number of genes regulating endosomal maturation and lysosome biology, suggesting tight coupling of BCR endocytosis to downstream trafficking pathways. Most of the identified endocytic genes are predicted to have ubiquitous roles, but we also captured proteins known to participate in BCR signaling specifically, such as CBL. The importance of BCR‐specific pathways interacting with endocytic and trafficking proteins is supported by previous observations of BCR signaling inducing phosphorylation of CCP components (Stoddart *et al,* 2002) and endosomal proteins, such as the orchestrator of endosomal maturation RAB7A, one of the most highly phosphorylated proteins in B cells after antigen binding (Satpathy *et al,* 2015). Studies of B cell‐specific regulation of the common endocytic proteins could expand our analysis in the future. In addition, the screen reveals many previously undescribed proteins, presenting a major leap in our understanding of this complex regulatory network.

Despite the inherent noise associated with whole‐genome approaches, our data illustrate that pooled library CRISPR screening has matured into a tool that surpasses previous approaches in efficiency and robustness. Remaining limitations for functional screens, such as ours, are gene redundancy and lethal effects of targeting genes essential for cell growth and survival. Nonetheless, our screens captured candidates that are partly redundant, such as EPN1, and genes that are also essential for growth, such as endophilin A2. The requirement of endophilin A2 for B‐cell growth did prevent its identification as an endocytic regulator in our screen using the Brunello library, with subsequent analysis validating that this was due to strong depletion of *SH3GL1*‐targeting sgRNAs from the cell population before the endocytic assay. Improved screening approaches in the future can further increase sensitivity of these genome‐wide assays and allow more sophisticated screening for example to involve immune synapse formation. Our results show the potential of such discovery science, paving the way for other whole‐genome studies in immune cells.

This work identified endophilin A2 as a novel regulator of antigen uptake in B cells. Our results are in line with the described role of endophilin A2 in FEME (Boucrot *et al,* 2015), highlighting a rapid, antigen‐triggered, and clathrin‐independent route of BCR endocytosis. Although our data do not completely rule out the participation of endophilin A2 in CME suggested by earlier studies (Ferguson *et al,* 2009; Milosevic *et al,* 2011; Sundborger *et al,* 2011), the distinct localization of endophilin A2 in B‐cell synapses and the selective effect on antigen‐induced BCR internalization contrast with CME and suggest that in B cells endophilin A2 acts predominantly in a separate, clathrin‐independent pathway.

We also identified GRB2 as an important adaptor in the antigen‐dependent recruitment of endophilin A2 to the BCR. Antigen ligation of the BCR leads to activation of SYK and Src‐family kinases, tyrosine phosphorylation of the BCR and formation of large signaling complexes nucleated by adapter proteins including BLNK and GRB2. The molecular mechanisms by which GRB2 regulates endophilin A2 recruitment will however require further studies. GRB2 contains one SH2 and two SH3 domains, but no direct proline‐rich motif to bind endophilin A2's SH3 domain, making it unlikely that it recruits endophilin A2 directly. Instead, GRB2 may stabilize recruitment of endophilin A2 through other interactions, which themselves may be redundant. Candidates from our BioID2 assays include BLNK and ITSN2 (Wong *et al,* 2012). BLNK in particular was partly required for endophilin A2 recruitment to the BCR in our experiments. ITSN2 has recently been described to be important for B‐cell expansion during immune responses (Burbage *et al*, 2018b) and interacts with GRB2, providing a possible additional link between endophilin and BCR signaling complexes.

Despite regulating antigen endocytosis, endophilin A2 was dispensable for B‐cell presentation of antigenic peptides on MHC II. It is possible that contribution of FEME to BCR trafficking to MHC II processing compartments is sufficiently compensated by the eventual delivery of antigen into these compartments by CME. Alternatively, FEME may actively route the BCR away from processing compartments. This is supported by our finding that the IgM BCR is degraded faster after antigen binding in endophilin A2‐deficient B cells. In addition, defects in antigen processing may be compensated by the dramatically enhanced expression of MHC II on the surface of endophilin A2‐deficient B cells, the basis of which remains to be investigated. Future studies of peptide processing across different compartments, as well as repertoire of presented peptides may provide new insights. Although our data cannot currently exclude all antigen processing and presentation defects, we favor the explanation that the impairment of GC B‐cell responses in endophilin A2‐deficient mice is a consequence of the essential role of endophilin A2 in B cell‐intrinsic growth and proliferation.

The loss of endophilin A2 also resulted in severe disruption of the MZ, an area of the spleen crucial for rapid humoral responses to blood‐borne pathogens. MZ loss has been shown to result from developmental block or impaired maintenance caused by abnormal BCR, BAFFR, Notch, integrin, or chemokine receptor functions (Pillai & Cariappa, 2009). Indeed, we have detected lower IgM‐BCR surface levels and reduced BAFFR and integrin expression. We could not attribute the MZ defects to a specific BCR signaling defect, and Notch target gene expression and chemokine‐induced chemotaxis were also normal. It is thus possible that reduced MZ B‐cell development and maintenance are associated with reduced BAFFR functions, observed in survival assays *in vitro*. Lower BAFFR function may also contribute to lower numbers of follicular B cells. Alternatively, the reduction in MZ B cells may reflect as yet unknown endosomal trafficking requirements specific for the MZ. Interestingly, dysregulation of MZ B cells observed upon loss of other endocytic regulators, such as the clathrin adaptor, EPS15 which negatively regulated antigen uptake in our screen, has been shown to lead to a significant increase in MZ B‐cell numbers (Pozzi *et al,* 2012).

We have shown that endophilin A2 is crucially required for the final stage of development or maintenance of mature B cells and their response to immunological challenge. In the absence of endophilin A2, we observed reduced numbers of GC B cells, lower numbers of PCs, lower antigen‐specific serum IgG1 and IgG3 antibody levels, and impaired IgG affinity maturation. This, together with normal early signaling and activation of B cells *in vitro* and *in vivo* points to a defect in B‐cell expansion at the onset and during the GC reaction. Given the absence of effects on MHC II‐mediated antigen presentation discussed above, the defect is best explained by the essentiality of endophilin A2 in cell‐intrinsic growth of CD40‐activated B cells and GC‐like B‐cell lymphoma cell lines. Further investigation of the defect showed that the impaired growth was associated with reduced mitochondrial respiration capacity. Supplementation with free iron partially rescued both mitochondrial respiration and cell growth in the Ramos cell line and activated primary mouse B cells. These results strongly implicate impaired iron uptake in the defect.

Iron has been increasingly linked to efficient immune defenses. Both nutritional iron deficiency and genetic defects affecting cellular iron uptake cause immunodeficiency in humans. The role of iron in the immune system has been particularly strongly linked to lymphocyte proliferation in response to antigen (Kurz *et al,* 2011; Cronin *et al,* 2019; Yambire *et al,* 2019; Weber *et al,* 2020). The uptake of iron by lymphocytes depends on endocytosis of transferrin by TfR. Our data provide novel insight into the unique regulation of iron uptake in B cells. We have observed reduced TfR endocytosis in endophilin A2‐deficient B cells. These data contrast with the reported lack of effect of endophilin A2 deficiency on TfR endocytosis in T cells (Boucrot *et al,* 2015), confirmed by our results showing normal proliferation of endophilin A2‐deficient T cells. However, in contrast to the BCR, surface TfR clusters colocalized predominantly with clathrin and very little with endophilin A2. Thus, endophilin A2 may have roles in iron uptake that regulate TfR endocytosis indirectly, for example by effects on intracellular trafficking of other endocytic components.

Both the cellular growth defect and reduced TfR uptake were most prominent in the GC B‐cell population. Iron homeostasis is crucial across all hematopoietic lineages (Cronin *et al,* 2019), all of which express endophilin A2 as the only endophilin A family member. The exacerbated effects in GC B cells could be related to their unique transcriptional profile, which includes changes in expression, localization, and function of endocytic and trafficking proteins (Kwak *et al,* 2018). The selective defect caused by endophilin A2 deletion in GC B cells thus points to a specialized regulation of endocytosis and iron uptake at this stage of the immune response. Such regulation may use the signaling dependency of endophilin A2's function to couple iron uptake to signals driving positive selection of GC B cells. This is consistent with the importance of endophilin A2 for affinity maturation of the antibody response.

In summary, we have shown a novel B cell‐intrinsic role for endophilin A2 in antibody responses. The critical role of endophilin A2 in B‐cell growth depending on trace element uptake is enhanced by cellular competition and may thus support rapidly dividing B cells in low‐nutrient conditions. In light of the partial rescue of the growth defect by iron supplementation, other nutrients may become limiting as well. This unique regulation of nutrient uptake is important in protective GC responses but also in B lymphoma cells derived from the GC as indicated by published genome‐wide screens, in which endophilin A2 appears to be essential selectively in cell lines derived from Burkitt and diffuse large B‐cell lymphomas of the GC type. Thus, endophilin‐regulated intracellular trafficking has novel implications for B‐cell immunity and pathology through regulation of antigen uptake, endocytic homeostasis, and cell metabolism.

## Materials and Methods

### Mice and cell isolation

C57BL/6 and Cas9 mice on a C57BL/6 background were used as a sources of primary mouse B cells. In addition, mice were crossed with SW_HEL_ (Igh^tm1Rbr^‐Tg(IgkHyHEL10)1Rbr) mice (Phan *et al,* 2003). To generate bone marrow chimeras, C57BL/6 mice were lethally irradiated with two doses of 5 Gy and reconstituted with bone marrow by intravenous injection (100,000 cells/ host). For *in vitro* B‐cell studies, naïve murine B cells were isolated by negative selection using anti‐CD43 microbeads (Miltenyi). All mice were bred and treated in accordance with guidelines set by the UK Home Office and the Francis Crick Institute Ethical Review Panel.

### Stable cell lines and lentiviral transduction

Ramos cells were maintained in full RPMI (10% fetal calf serum (FCS, BioSera), 100 μM non‐essential amino acids, 20 mM HEPES, 2 mM glutamine, 50 μM beta‐mercaptoethanol). DG75 cells were sourced from the Human Collection for Microorganisms and Cell Cultures in Braunschweig and maintained similarly.

To create stable Ramos Cas9 cells, recombinant replication‐incompetent lentiviruses were produced by co‐transfecting HEK293T cells using transIT‐LT1 (Mirus) with pMD2.G and psPAX2 helper plasmids together with lentiCas9‐Blast (Addgene, #52962). Lentivirus was harvested 48 and 72 h following transfection, concentrated by ultracentrifugation, and used to spin‐infect Ramos cell lines for 90 min at 1,350 *g* in the presence of 10 μg/ml polybrene (Sigma). Forty‐eight hours after the spinfection, cells were selected using 10 μg/ml blasticidin. Cells were single cell sorted and expanded.

### CRISPR‐mediated gene disruption

CRISPR sgRNA sequences were designed using the Broad Institute's sgRNA Designer. Forward and reverse oligonucleotides including the guide sequence were synthesized, phosphorylated, annealed, and individually cloned into lentiGuide‐Puro or lentiGuide‐mCherry (in which puromycin resistance cassette was replaced by mCherry) plasmids. Lentivirus was produced and cells spinfected as described above. Cells were selected using 2.5 μg/ml of puromycin. CRISPR‐targeted cells were used within two weeks of selection. Cells expressing a fluorescent marker were further purified using Avalon cell sorter (Propel Labs).

### CRISPR screens and analysis

GeCKO and Brunello whole‐genome human libraries were acquired from Addgene. Smaller scale validation library was created by selecting the top 300 positive and 50 negative regulators from the Brunello screen and filtering for expression in Ramos cells; non‐targeting and essential gene controls were added to the 213 experimental genes.

Stable Ramos Cas9 cells were expanded and 80 × 10^6^ cells spinfected with pooled lentiviral whole‐genome CRISPR libraries at multiplicity of infection of 0.5, achieving 500× library coverage. This was appropriately scaled down for custom library infections. A sample of the infected cells was removed for genomic DNA analysis; the rest were selected with 2.5 μg/ml of puromycin for 3 weeks and maintained at 1,000× library coverage at every passage. Internalization assays were performed as described below. Sorted “internalized” and “non‐internalized” populations, as well as whole populations pre‐ and post‐selection, were used to extract gDNA (DNeasy Blood & Tissue kit, Qiagen) and amplify the integrated viral genome using a nested PCR, as described in Shalem *et al* (2014). Libraries were sequenced on a MiSeq system (Illumina). Raw reads in demultiplexed FASTQ files were trimmed to contain sgRNA sequences only, and these were aligned to the original library using Bowtie. The number of aligned reads for each unique sgRNA was counted and used to calculate survival and internalization scores. Analysis was performed in MATLAB (MathWorks) and statistics were calculated using MAGeCK (Li *et al,* 2014).

$$\begin{array}{ll} & \;\mathrm{Internalization}\;\mathrm{score}\;\\ & \;=\log_{2}\left(\frac{1+\mathrm{sgRNA}\;\mathrm{abundance}\;\mathrm{non}-\mathrm{internalized}\;\mathrm{population}\;}{1+\mathrm{sgRNA}\;\mathrm{abundance}\;\mathrm{internalized}\;\mathrm{population}}\right). \end{array}$$

### Surrogate antigens

Model antigens used in solution or on PMS were goat anti‐mouse Igκ F(ab')_2_ (Southern Biotech) for mouse splenic B cells and goat F(ab')_2_ anti‐human Fc5μ (Jackson Immunoresearch) for Ramos and DG75 cells. The antibodies were biotinylated using EZ‐Link NHS‐LC‐LC‐biotin (Pierce) and conjugated to one of several fluorophores ‐ Cy5 Monoreactive dye (GE Healthcare), AlexaFluor 405 or AlexaFluor 647 NHS esters (Thermo Fisher) in Sodium Carbonate buffer, according to the manufacturer's instructions. Excess dye was removed using Zeba 7K MWCO desalting columns (Pierce, Thermo Fisher). Mouse transferrin (Rockland) was also fluorescently labeled and biotinylated for TfR internalization assays.

### Soluble antigen internalization assay

Murine B cells or Ramos cells were stained with a LIVE/DEAD marker then washed and incubated with the surrogate antigens described above at 2 μg/ml in PBS‐ BSA (1%) for 10 min on ice. Cells were washed and incubated on ice or at 37°C for a set time frame (5–30 min) before fixation in 4% PFA. Washed cells were then stained for 30 min on ice with fluorescently labeled streptavidin, to counterstain remaining surface antigen. Samples were analyzed on a BD LSRFortessa. Internalization was quantified as the percentage of antigen remaining at the cell surface (streptavidin‐labeled) using FlowJo (TreeStar). For large‐scale screening assays, a minimum of 120 million cells was processed as described and highest and lowest internalizing populations (top and bottom 10–15%) were sorted on a BD FACSAria.

### Live and fixed cell imaging

Epifluorescence and TIRF imaging were carried out on a Nikon Eclipse Ti microscope with an ORCA‐Flash 4.0 V3 digital complementary metal‐oxide semiconductor (CMOS) camera (Hamamatsu Photonics) and 100× TIRF objective (Nikon). Illumination was supplied by 405, 488, 552, and 637 nm lasers (Cairn) through an iLas^2^ Targeted Laser Illuminator (Gataca Systems) which produces a 360° spinning beam with adjustable TIRF illumination angle.

Plasma membrane sheets (PMS) were generated as described previously (Nowosad & Tolar, 2017) in 8‐well Lab‐Tek imaging chambers (Thermo). Isolated primary B cells or Ramos cells were washed and added to pre‐warmed imaging wells, allowed to interact with antigen‐loaded PMS at 37°C. Cells were imaged live or fixed in 4% PFA after 20 min.

Acquired datasets were analyzed using automated routines in ImageJ and MATLAB (MathWorks). All cells imaged were included in the analyses. Substrate‐bound antigen internalization was quantified by detecting antigen clusters extracted from the PMSs inside the B cells identified using B220 or CD19 surface staining as described previously (Nowosad *et al,* 2016). Endophilin A2‐GFP and clathrin‐mCherry spots were detected as described (Roper *et al,* 2019). Briefly, Endophilin A2 or clathrin TIRF images were enhanced by convolution with a 325 nm‐sized bandpass filter and spots above threshold were tracked and analyzed for fluorescence intensities in all relevant channels. Thresholds were set automatically as a fraction of each cell's mean fluorescence intensity. To analyzed Endophilin A2‐clathrin colocalization, coinciding spots were detected as those whose centers were less than 128 nm apart. Random spot colocalization was calculated after randomly picking same numbers of non‐overlapping spots from each cell's area.

### Antibodies and flow cytometry

Erythrocyte‐lysed single‐cell suspensions were blocked with anti‐CD16/32 for 15 min and stained with appropriate antibodies for 30 min on ice. The following stains and antibodies were used for immunophenotyping: B220 (RA3‐6B2), CD25 (M‐A251), CD69 (H1.3F2), CD86 (GL1), and CD95 (Jo2) from BD Bioscience; CD19 (1D3), CD23 (B3B4), CD38 (90), CD93 (AA4.1), IgM (II/41), and MHCII (M5/114.15.2) from eBioscience; and CD21/CD35 (7E9), CD45.1 (A20), CD138 (281‐2), and c‐kit (2B8) from BioLegend.

In spleen, follicular and marginal zone cells were detected based on CD23 and CD21/35 expression in the mature cell population (B220^+^CD93^−^). Transitional populations were detected in the immature population (B220^+^CD93^+^) based on expression of CD23 and IgM. Germinal center cells were defined as B220^+^ GL7^+^Fas^+^CD38^‐^ population; plasma cells were detected by expression of CD138. In the bone marrow, early B‐cell populations were defined as follows: pre‐pro‐B (B200^+^c‐kit^+^CD25^−^CD19^−^), pro‐B (B200^+^c‐kit^+^CD25^‐^CD19^+^), and pre‐B cells (B200^+^c‐kit^‐^CD25^+^CD19^+^).

### Western blot, immunoprecipitation, and IgM degradation assay

For signaling assays, a minimum of 5 × 10^6^ cells were activated with soluble model antigens at 37°C for set time points, then washed, and processed on ice. Cells were lysed in RIPA buffer (Sigma), containing cOmplete EDTA‐free protease inhibitor cocktail (Roche), for 10 min on ice and then centrifuged at 16,000 *g* for 10 min at 4°C. Samples were boiled in 1X NuPAGE LDS Sample Buffer (Invitrogen) and 1X NuPAGE Sample Reducing Buffer (Invitrogen) at 95°C for 5 min and then separated using ExpressPlus PAGE Gels 4–20% (GenScript). Proteins were transferred to a polyvinylidene fluoride (PVDF) membrane and blocked for 1 h in PBST with 50% Odyssey Blocking Buffer (LI‐COR). Primary antibodies were incubated overnight in the same blocking solution; fluorescently tagged secondary antibodies were incubated for 1 h. Membranes were imaged using an Odyssey CLx or Odyssey Fc imaging systems (LI‐COR).

For immunoprecipitation, cell lysates were incubated with biotinylated pull‐down antibodies and streptavidin‐M280 Dynabeads (Invitrogen) overnight at 4°C. Beads were washed on a Dynabead magnet 5 times and eluted in 1× NuPAGE Sample Reducing Buffer at 95°C. Samples were processed as for Western blot above.

For IgM degradation assays, 30 × 10^6^ primary mouse cells were surface biotinylated using EZ‐Link Sulfo‐NHS‐LC‐LC‐biotin (Pierce) as per manufacturer's instructions. After labeling, cells were washed in PBS with 100 mM glycine to quench and remove excess biotin. Cells were washed three times and incubated with anti‐IgM on ice for 15 min. After washing, cells were incubated at 37°C for 0, 3, 6, or 12 h to allow internalization and recycling or degradation of surface proteins. Cells were then lysed; biotinylated proteins were pulled down using streptavidin‐M280 Dynabeads and both supernatants and eluates processed for Western blot.

### Gene expression analysis

RNA was isolated from sorted follicular B cells, *ex vivo* or after overnight CD40L culture, using RNeasy mini kit (Qiagen). Poly‐A enriched libraries were prepared using SMART‐Seq HT and NexteraXT (Illumina) and sequenced on Illumina HiSeq 2500. Reads were aligned to C57BL/6J mouse reference genome mm10, GRCm38 and quantified using Tophet and Cufflinks.

### BrdU pulse‐chase

CRISPR‐targeted Ramos cells were loaded with BrdU (Sigma) at final concentration of 10 μM in full RPMI at 37°C for 1 h. Cells were washed and cultured at 37°C. They were harvested and processed at various time points to follow the labeled cohort through the cell cycle. Fixation was performed in cold 70% ethanol for 30 min with regulator vortexing. Samples were washed in PBS+ 2% BSA, resuspended in 500 μl of 2 M hydrochloric acid, and incubated for 20 min. Samples were washed three times to remove acid traces and labeled sequentially with anti‐BrdU antibody (Becton Dickinson) at 1/50 dilution in PBT‐tween for 30 min; goat anti‐mouse secondary antibody (AF488, Invitrogen) for 20 min; and anti‐MPM2‐Cy5 antibody (EMD Millipore) at 1/200 dilution for 1 h, with thorough washing between stains. Finally, samples were stained with propidium iodide and analyzed by flow cytometry. Mitotic cells were detected as MPM2‐positive; G1, S, and G2 were identified by DNA content (PI). BrdU^+^ proportion was quantified within each population at given timepoints.

### Antigen presentation assays

To detect antigen presentation *in vitro*, B cells were incubated with microbeads (Bangs laboratories) conjugated to anti‐Igκ and Ea peptide (Biotin‐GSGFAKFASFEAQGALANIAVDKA‐COOH) for 5 h at 37°C, fixed in 4% PFA, and blocked with 2% BSA and Fc block.

For *in vivo* assays, mice were immunized (intraperitoneal) with SRBC‐HEL conjugated to Ea peptide, as previously described (Brink *et al,* 2015). Splenocytes were harvested 24 h later and blocked with 2% BSA and Fc block on ice. For both assays, samples were then stained with antibody against Ea52–68 bound to I‐Ab (eBioY‐ae, eBioscience) at 1/100 dilution in PBS‐BSA.

### Cytokine cultures and iron supplementation

To study proliferation, B cells were labeled with 1 μM DDAO (Thermo) and cultured in full RPMI supplemented with 4 μg/ml CD40L (R&D systems), 100 ng/ml BAFF (PeproTech), 1 μg/ml anti‐IgM (Jackson Immunoresearch), or 2.5 μg/ml CpG (Invitrogen). DDAO dilution (and mCherry expression in CRISPR‐targeted B cells) was detected by flow cytometry 3 days post‐culture.

For cell expansion studies, full RPMI was supplemented with one of the following: 5 μM hemin chloride (Sigma), 50 μg/ml ferrous sulfate (Sigma), 10 g/l d‐Glucose (Gibco), 10 mM l‐Glutamine (Gibco), or 5× non‐essential amino acids (NEAA, Gibco).

### Calcium

Cells were loaded with Fluo‐4 and Fura‐Red as per manufacturer's instructions for 30–45 min at 37°C in RPMI^+^ 5% FCS. Cells were washed and analyzed by flow cytometry in HBSS‐0.1% BSA. At 20s of acquisition, CRISPR‐targeted Ramos were activated with 2 μg/ml anti‐human IgM F(ab')^2^; primary B cells from *Sh3gl1* ^−/−^ mice or WT littermates were activated with 2 μg/ml anti‐mouse Igκ F(ab')^2^. Samples were acquired for 380 s, with addition of ionomycin (5 μg/ml) at 300 s.

### Migration assay

Directional migration assays were performed using 96‐well Transwell plates with 5 μm polycarbonate membranes (Sigma‐Aldrich). Top compartments were coated with 0.5 μg/ml ICAM‐1 or 1μg/ml anti‐Igκ F(ab')_2_ in PBS for 1 h, following by 20 min blocking in PBS‐BSA (1%). Bottom compartments contained RPMI with 1 μg/ml CXCL13, 0.5 μg/ml CXCL12, or 1 μg/ml CCL21 (all from R&D systems). Isolated chimera B cells, of known mCherry infection rates, were added to the top compartments and allowed to migrate at 37°C for 3 h. mCherry percentages were quantified by flow cytometry.

### BioID2 proximity assay

SH3GL1‐BioID2‐HA and empty‐BioID2‐HA constructs were cloned into a lentiviral expression vector (pLenti‐Puro, Addgene) and used to create single‐cell cloned stable Ramos cell lines. Expression was tested by Western blot and correct localization confirmed by immunofluorescence using anti‐BioID2 antibody (SS GD1, Novus Biologicals). 1 × 10^8^ cells per sample were cultured in 1 μM biotin in full RPMI for 14 h. Cells were washed and lysed in RIPA buffer containing protease inhibitor cocktail. Protein concentration was determined using a BCA assay (Sigma) and biotinylated proteins were pulled down using a corresponding concentration of Dynabeads Streptavidin C1 (Thermo), as per manufacturer's instructions. Biotinylated fraction was eluted in NuPAGE Sample Reducing Buffer (SDS‐containing; Thermo), boiled at 95°C for 5 min and in‐gel digestion performed. Peptide extracts were resolved on an EASY‐Spray column (Thermo) using UltiMate 3000 RSLCnano System. Data acquisition was performed using an Orbitrap mass spectrometer (Thermo) controlled by Xcalibur software. Data analysis was performed using the MaxQuant bioinformatics suite, using LFQ (Label Free Quantification) algorithm.

### Seahorse assay

Agilent Seahorse XF assay was performed as per manufacturer's instructions. Briefly, B cells were seeded in poly‐l‐lysine‐coated Agilent culture plate at 500,000/well for primary cells and 250,000 for Ramos B cells. Cells were cultured in XF Base Medium supplemented with pyruvate, glutamine, and glucose for 1 h in a non‐CO_2_ incubator at 37°C. Stress compounds (all from Sigma) were diluted in assay medium and loaded at 10× concentration into the injection ports of the hydrated cartridge as follows: A—Oligomycin, 1 μM final concentration; B—FCCP (Carbonyl cyanide‐*p*‐trifluoromethoxyphenyl hydrazone), 1.5 μM final; C—Rotenone, 200 nM final. XF Cell Mito Stress Test was run on a Seahorse XF 96 Analyzer with Wave software. Data were analyzed using Wave and GraphPad Prism.

### Immunization and serum antibody ELISA

*Sh3gl1*^−/−^ and WT littermates were immunized at 8–10 weeks of age by intraperitoneal injection of 50 μg NP‐CGG in alum (Thermo Fisher). Blood samples were taken before immunization and at 7 and 14 days after immunization. Serum NP‐specific antibodies were detected by ELISA on Nunc polysorb plates coated with NP_7_ or NP_25_ for capture. Total serum immunoglobulin levels were detected using SBA Clonotyping System HRP kit (Southern Biotech).

### Statistics

For *in vivo* experiments, sex and age matched mice were randomly assigned to groups and housed in a randomized manner. Animal code rather than genotype was used throughout to avoid bias. Investigator blinding was used in ELISA and antigen presentation experiments. Sample sizes for individual experiments are detailed in figure legends. Appropriate statistical analysis was performed in GraphPad Prism 9.

## Author contributions

Designing and performing experiments and data analysis: DM; live cell imaging: LW; GC antigen presentation assay: RN and AM‐R; knock out DG75 cells and advice: NE; experiment design, data analysis, and research supervision: PT; manuscript preparation: DM and PT.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Review Process File Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Movie EV1 Click here for additional data file.

## Data Availability

Datasets produced in this study are available in the following databases:
‐ RNA‐Seq data: Gene Expression Omnibus GSE172295 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172295). ‐ BioID2 protein interactions: EMBL‐EBI BioStudies S‐BSST665 (https://www.ebi.ac.uk/biostudies/studies/S‐BSST665).

# Supplementary material for: Endophilin A2 regulates B‐cell endocytosis and is required for germinal center and humoral responses
**Source:** EMBO Rep. 2021 Jul 29;22(9):e51328. doi: 10.15252/embr.202051328
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

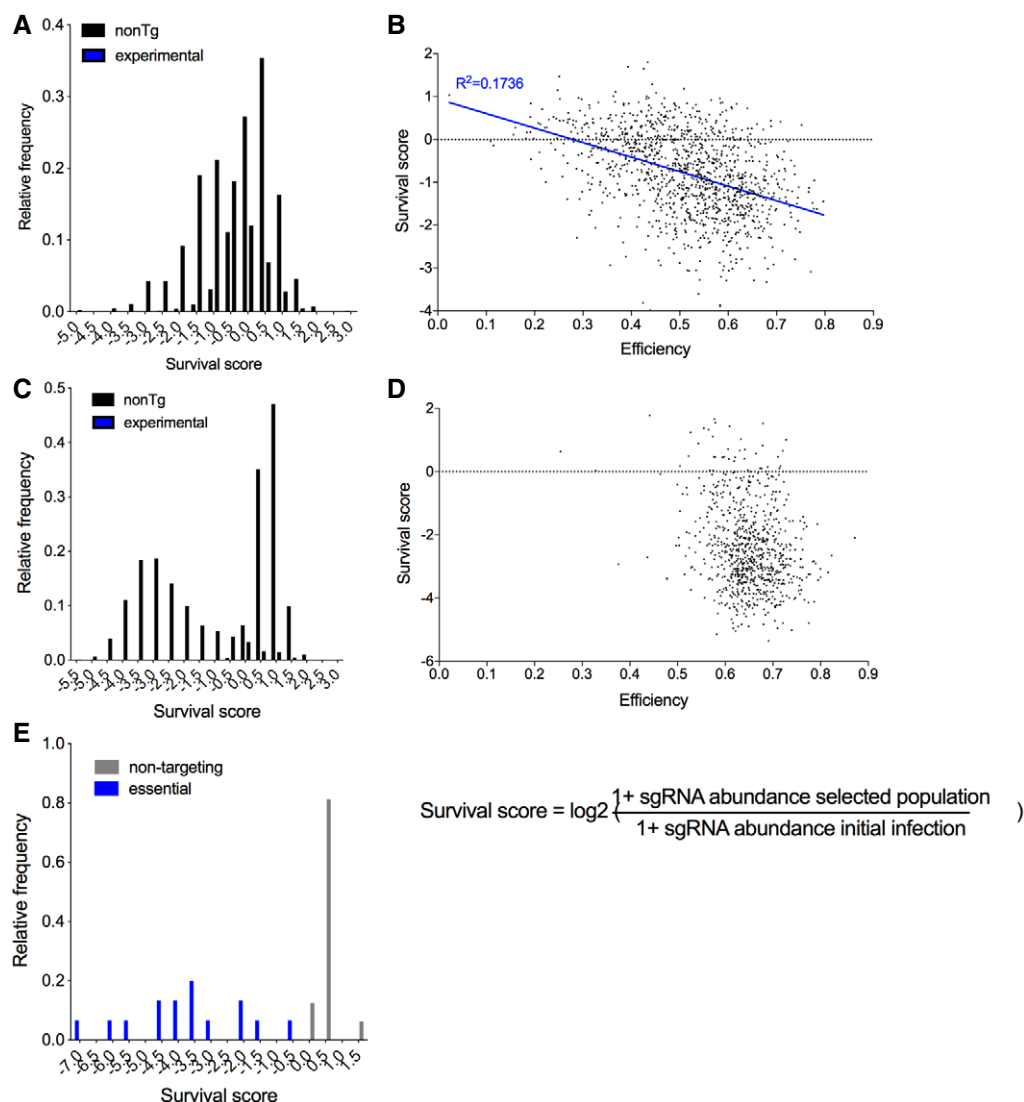

**Figure EV1. Analysis of essential gene targeting in large-scale pooled CRISPR screens.**

- A GeCKO library essential gene survival scores. The plot shows mean CRISPR survival scores of sgRNAs targeting a set of top 200 essential genes (Wang *et al*, 2015).
- B Correlation of the CRISPR survival score and sgRNA on-target efficiency for a set of sgRNAs targeting the essential genes from the GeCKO library. On-target efficiency was calculated using "Rule Set 2" algorithm (Doench *et al*, 2016).
- C Brunello library essential gene survival scores.
- D Correlation of survival score and sgRNA on-target efficiency in Brunello library.
- E Custom minilibrary essential gene survival scores.

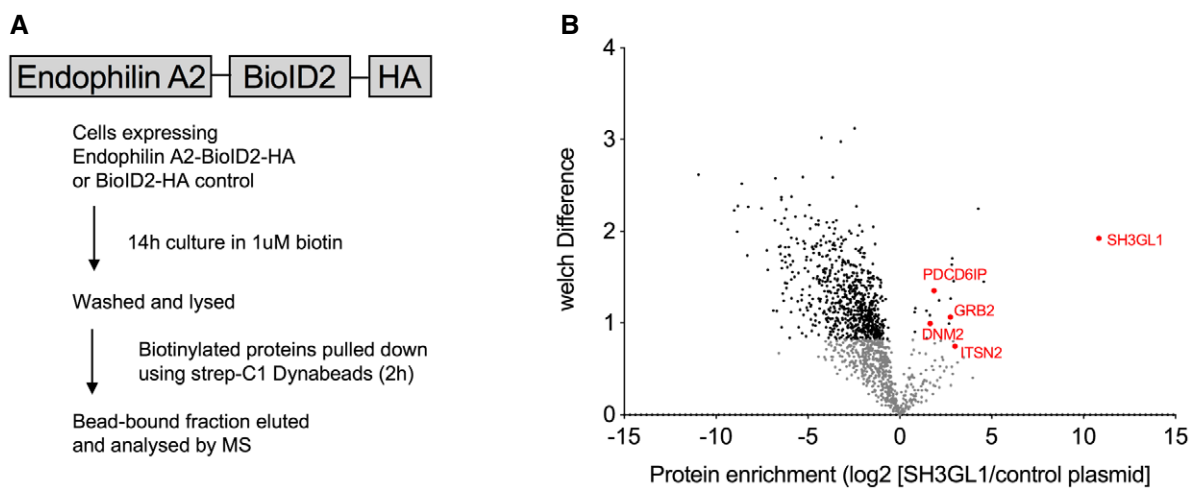

**Figure EV2. BioID2 reveals potential endophilin A2 binding partners.**

- A BioID2-tagged endophilin A2 construct and assay workflow.
- B Proteins significantly enriched in biotinylated fraction of endophilin A2-BioID2 samples compared with empty plasmid control (positive protein enrichment scores). Negative enrichment score represents gene products enriched in BioID2 control sample, reflecting the promiscuous nature of the cytoplasmic biotinylase. Data from 2 independent experiments, see also Dataset EV4.

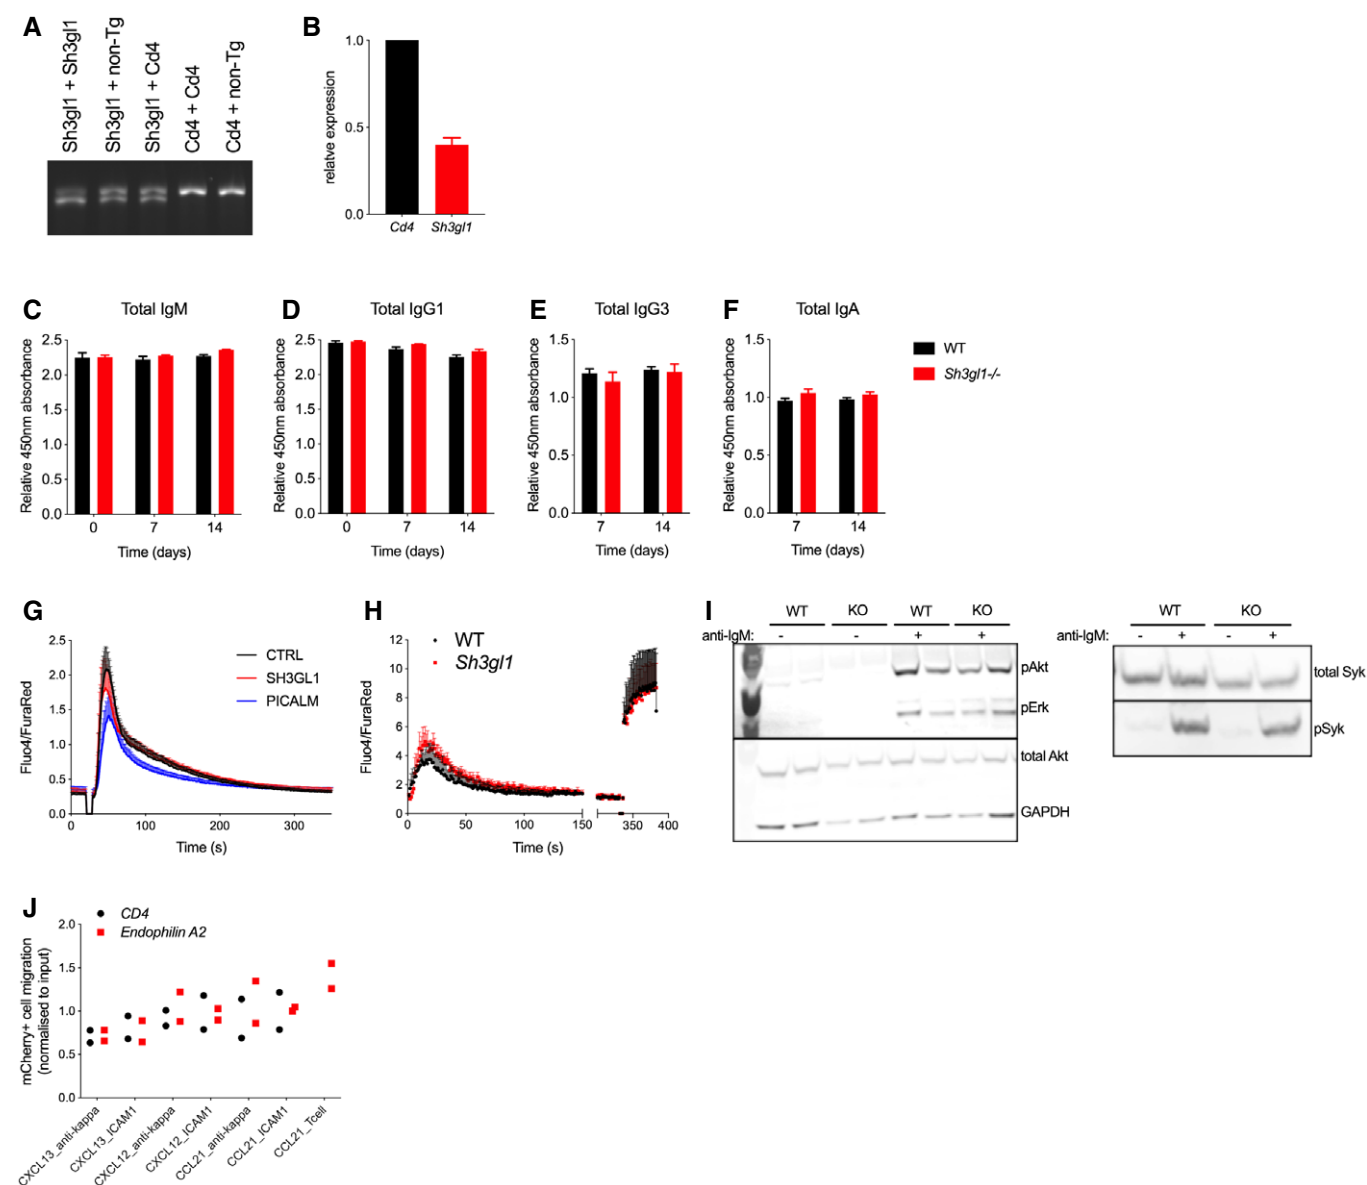

**Figure EV3. *Sh3gl1* deletion does not affect total antibody titers or early BCR signaling.**

- A Surveyor assay detecting genomic DNA editing. 200bp genomic region around the targeted PAM site in *Sh3gl1* is amplified from cells expressing *Sh3gl1*, *Cd4*, or non-targeting sgRNA. PCR amplicons from targeted and wild-type DNA are mixed, denatured, and re-annealed. CRISPR-mediated editing results in mis-matched DNA loops, which are cleaved by an endonuclease and visualized as two separate bands.
- B *Sh3gl1* transcript levels in sorted donor B-cell populations from chimeric mice with mCherry expression between 40 and 60%. Data show mean + SEM from four mice in two experiments.
- C–F Total antibody levels measured by clonotyping ELISA using capture antibody. One representative experiment showing measurements from 4 mice. Data show mean + SEM. (C) IgM (D) IgG1 (E) IgG3 (F) IgA.
- G CRISPR-targeted Ramos, activated with 2  $\mu$ g/ml of anti-human IgM F(ab')<sub>2</sub>. Data show mean and SEM from 4 independent infections.
- H Primary B cells from *Sh3gl1*<sup>-/-</sup> mice or WT littermates, activated with 2  $\mu$ g/ml anti-mouse Ig $\kappa$  F(ab')<sub>2</sub>, for 380 seconds, followed by addition of ionomycin (5  $\mu$ g/ml) at 300 s. *N* = 3 mice. Data show mean + SEM.
- I Western blot detection of total and phosphorylated Syk, Erk, and Akt in primary B cells from *Sh3gl1*<sup>-/-</sup> mice or WT littermates, activated with 2  $\mu$ g/ml anti-mouse Ig $\kappa$  F(ab')<sub>2</sub>.
- J Chemokine-induced migration through ICAM-1 or anti-Ig $\kappa$ -coated transwells. mCherry<sup>+</sup> percentage is normalized to input population. *N* = 2 mice.

**Figure EV4. Loss of endophilin A2 affects cell expansion in primary and Ramos B cells.**

- A Heat map of TPM values from RNAseq comparing follicular B cells from WT and *Sh3gl1*<sup>-/-</sup> littermates. Shown are the top 20 genes upregulated in WT B cells 24 h after CD40L activation.
- B Numbers of viable cells in 3-day culture of follicular B cells in specified cytokines. *N* = 3 mice. Data show mean and SEM; *P* values are calculated using two-way ANOVA.
- C AnnexinV stain of B-cell cultures in (B). Data show mean and SEM; *P* values are calculated using two-way ANOVA.
- D Endophilin A2, EPN1, and PICALM survival scores in hematopoietic cell lines from our screens using the Brunello library in Ramos cells, together with CRISPR scores from published genome-wide screens (Wang *et al*, 2015; Wang *et al*, 2017; Phelan *et al*, 2018). Scores are normalized using the mean value of the top 200 essential genes in each screen. Dotted line indicates typical CRISPR score threshold for gene essentiality.
- E Decreased percentage of *SH3GL1*-targeted Ramos population in experiments with indicated initial percentage of targeted cells. Data show one representative experiment out of 3.
- F BrdU pulse-chase assay in Ramos cells. Clockwise from top left: equal BrdU incorporation at time = 0 h; slower progression of BrdU-labeled cells into G2 phase in *SH3GL1*- compared with CTRL-targeted cells at time = 4 h; slower progression into G1 of following cycle while greater proportion of *SH3GL1* cells remain in initial S phase at time = 8 h; slower progression between G2 and M phase in *SH3GL1*-targeted cells resulting in significantly greater numbers in G2 and less in G1 or S phase of subsequent cycle. *N* = 4 independent infections. Data show mean + SEM. \**P* ≤ 0.05 \*\**P* ≤ 0.01 \*\*\**P* ≤ 0.001 \*\*\*\**P* ≤ 0.0001 using 2-way ANOVA with multiple comparisons.
- G GSEA of RNAseq analysis comparing WT and *Sh3gl1*<sup>-/-</sup> sorted follicular B cells. Three mice of each genotype were used for RNAseq and top 10 significantly enriched gene sets up- or down-regulated in *Sh3gl1*<sup>-/-</sup> B cells are shown.
- H Expression of genes upregulated in *Sh3gl1*<sup>-/-</sup> B cells in GO: 0006879 cellular\_iron\_ion\_homeostasis. *N* = 3 mice. Data show mean ± SEM.

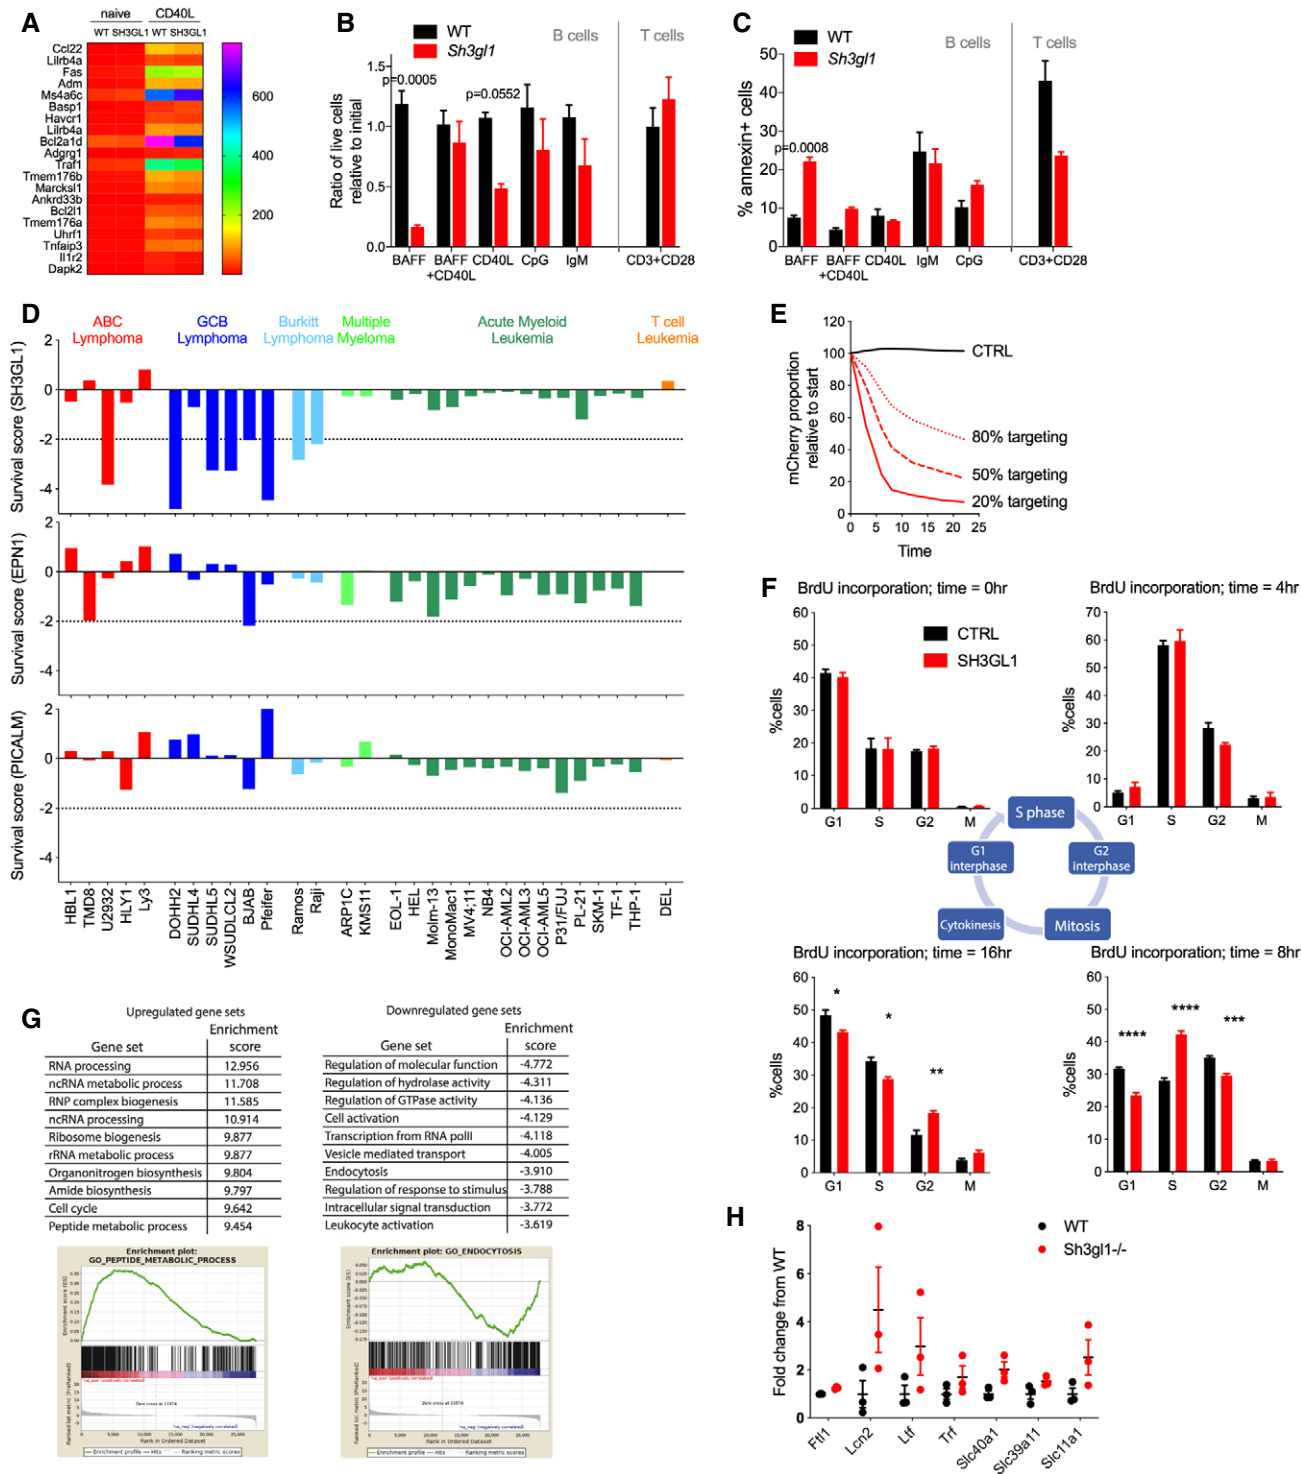

Figure EV4.

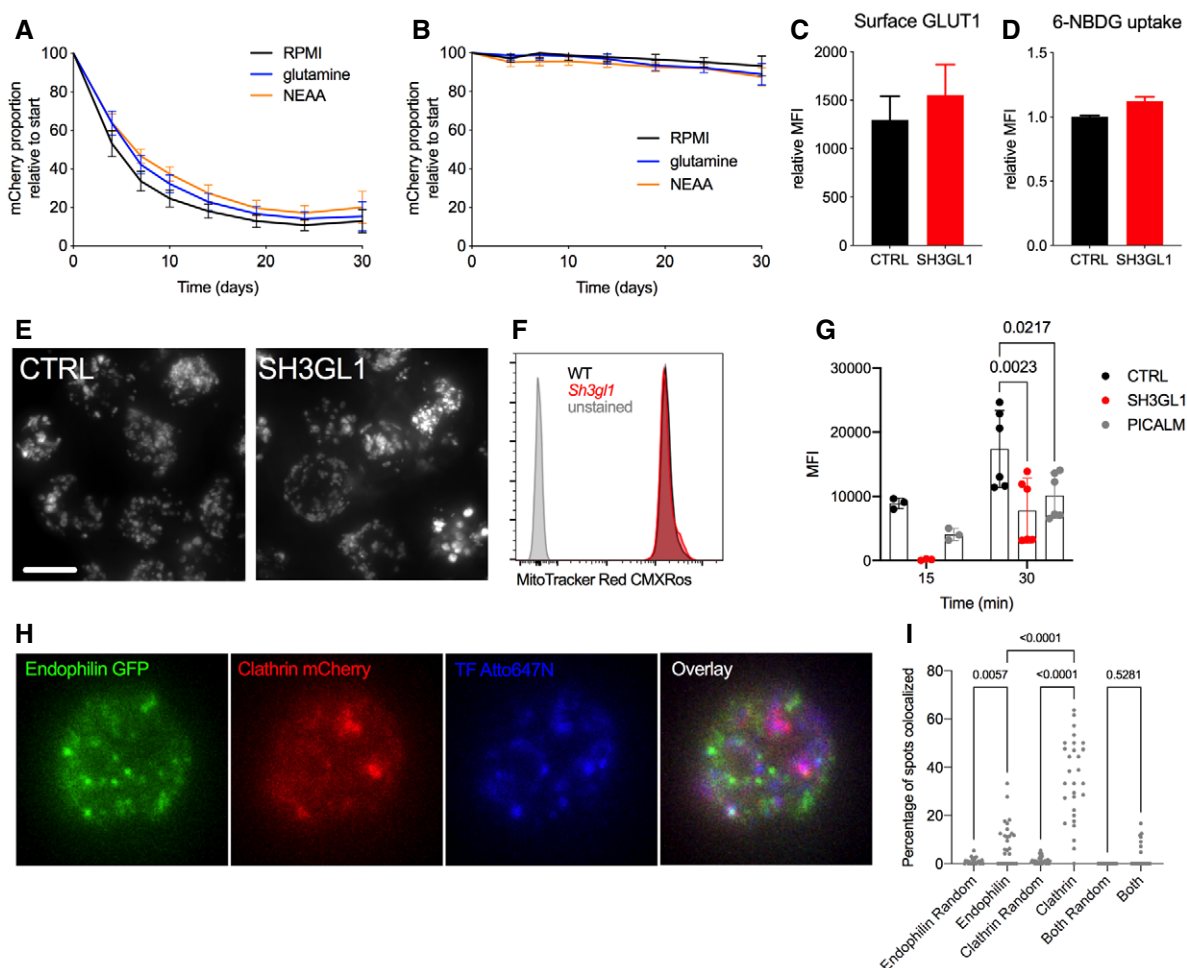

**Figure EV5. Growth defect upon *SH3GL1* deletion is not rescued by common cell culture supplements and does not correlate with altered mitochondrial mass.**

- A** mCherry percentage in *SH3GL1*-targeted Ramos cells over time, supplemented with 5 $\times$  normal concentration of L-Glutamine or NEAA.  $N = 5$  independent infections. Data show mean  $\pm$  SEM.
- B** mCherry percentage in CTRL-targeted Ramos cells over time, supplemented with 5 $\times$  normal concentration of L-Glutamine or NEAA.  $N = 5$  independent infections. Data show mean  $\pm$  SEM.
- C** Surface GLUT1 stain in CRISPR-targeted Ramos cells,  $N = 8$  across 3 experiments. Data show mean  $\pm$  SEM.
- D** Accumulation of 6-NBDG (fluorescent glucose analog) after 10-min internalization in Ramos cells;  $N = 4$ . Data show mean  $\pm$  SEM.
- E** Anti-TUFM immunofluorescence showing total mitochondrial mass and organization in CRISPR-targeted Ramos cells. Scale bar = 5  $\mu$ m.
- F** MitoTracker Red CMXRos stain for active mitochondria in primary B cells from WT and *Sh3gl1*<sup>-/-</sup> B cells.
- G** Human transferrin uptake in targeted Ramos cells. Data show mean  $\pm$  SEM from six independent CRISPR infections in two experiments; significance calculated using two-way ANOVA.
- H** Ramos cells expressing clathrinLC-mCherry and endophilinA2-GFP internalize Atto647N-labeled human transferrin.
- I** Quantification of transferrin clusters with either clathrin spots, endophilinA2 spots, or both.  $N = 25$ –30 cells across two experiments. Significance calculated using two-way ANOVA.

# Supplementary material for: Endophilin A2 regulates B‐cell endocytosis and is required for germinal center and humoral responses
**Source:** EMBO Rep. 2021 Jul 29;22(9):e51328. doi: 10.15252/embr.202051328
**Supplement:** Supplementary file 8 — Movie EV1

Movie EV1. Live TIRF imaging of a Ramos cell expressing endophilin A2-GFP (green) and mCherry-Clathrin LC (magenta). The cell is interacting with anti-IgM F(ab’)2 -loaded PMS (blue). Simple ratio bleach correction (Fiji) was performed on the antigen channel. Yellow boxes indicate instances of endophilin A2-GFP recruitment to antigen clusters in the absence of clathrin LC signal. Scale bar = 5 μ.

How the deposited data were processed for this re-analysis (not part of the article)

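RNA was sequenced from B cells of WT and *Sh3gl1*-/- mice in 3 cell states: transitional cells and follicular cells *ex vivo*, and follicular cells after culture with CD40L. Each of the 6 groups had 3 mice, and 18 libraries were analysed. Genotype, cell state and replicate number were taken from the sample labels, and the column names of the table match them. The 54 columns of expected counts, TPM and FPKM were each matched to 1 library in this way, and 0 columns of values were left out.

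The authors made the table of expected counts per gene with RSEM, as its columns show. The methods name TopHat and Cufflinks with GRCm38, and whether strand was used in counting is not stated there. The deposited expected counts are estimates and were not normalized for library size. The deposited TPM values are the authors' estimates of each transcript's share of a library, and the deposited FPKM values are the authors' estimates scaled to transcript length and library size. TPM was used here only to compare the table with Dataset EV5, and FPKM and TPM to compare with the paper's figures. For the 1999 genes of Dataset EV5 that could be compared, the counts of the 18 libraries differed from the expected counts by at most 0.5 and the TPM values by 0. The title of its sheet names DESeq2, while its columns hold counts and TPM.

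Expected counts were rounded to whole numbers. Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1: TMM normalization, filterByExpr by group, estimateDisp, and the quasi-likelihood functions glmQLFit and glmQLFTest with their defaults. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Comparisons of *Sh3gl1*-/- with WT cells were fitted within each cell state. The responses to CD40L, and their difference between genotypes, were fitted on the 12 follicular libraries with 1 coefficient per group, and the difference in genotype effect between transitional and follicular cells was fitted on the 12 *ex vivo* libraries. CPM values use the TMM-scaled library sizes, and log2 CPM was computed with a prior count of 2. Single genes were also compared by a two-sided exact permutation test, whose smallest p for 3 mice against 3 is 0.1.

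Gene positions and symbols came from GENCODE M21 on GRCm38, which lists 51719 of the 51912 identifiers. Of these identifiers, 22224 had an Entrez ID, by which the 1457 mouse Reactome sets that fgsea 1.28.0 ships were joined. From these, 21 sets were chosen by name for the processes the paper discusses. They were scored by preranked enrichment with 10000 permutations on the signed square root of the F statistic, and compared with camera (inter-gene correlation 0.01) and fry. Lists of marker genes for 7 cell types were each tested with camera. An exploratory fit of *Sh3gl1*-/- against WT cells in each cell state, with marker genes, came first. It was run before the expected results were written down and before the scripts were tested on simulated counts.

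The genes named in the text are those the paper names for these libraries or as proteins it measured in these mice, Notch target genes, and for each comparison of *Sh3gl1*-/- with WT cells the 5 genes with the lowest adjusted p in each direction among those past the threshold and with no overlap between the groups. Genes named outside this rule are marked where they appear. The values of 1 gene that met this rule and of 2 of the 21 sets are not reported here.

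Total counts per library ranged from 12404665 to 18366011, as given for each group beside the first result. The 10 genes with the most counts took between 10.2% and 13.8% of a library. The floor of 3 counts describes counting error only, and a fold against a group at or under that floor is given as a lower bound.

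The scripts were tested on simulated counts drawn for the real genes from the real means and library sizes, with a dispersion of 0.03 for every gene. In these, 200 genes, all well above the floor in every library, were changed by 1 or 2 on the log2 scale. With 2 groups of 3, edgeR recovered 187 of 200 genes (93.5%) with 2 false calls among 13669 genes. DESeq2 1.42.0 recovered 184 with 10 false calls, and edgeR with the replicate number as a block 187 with 3 false calls. For a difference between 2 responses, edgeR recovered 154 with 3 false calls among 14069 genes, and DESeq2 160 with 17. With the dispersion that edgeR estimated for each comparison, a simulation added after the data had been seen, 182 of 200 genes were recovered for follicular cells (13 false calls), 164 for CD40L-cultured cells (8 false calls) and 124 for the difference between responses (8 false calls). The 1 raised gene set was called by fgsea, camera and fry, with 0 false calls among 20 random sets.

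The alternatives, set before the data were examined, were DESeq2 in place of edgeR, median-ratio size factors (RLE) in place of TMM, all genes with at least 1 count, genes with at least 10 counts in every library, all 18 libraries in one fit, the replicate number as a block, the genes tested without variable, diversity and joining segments of immunoglobulin and T-cell receptor genes, other set tests and rankings, and leaving out each library in turn. A term for libraries with *Xist* mRNA and, for comparisons across cell states, a term for each replicate number within each genotype were added after the data had been seen. The replicate numbers come from the sample labels. The labels and methods do not say that same-numbered WT and *Sh3gl1*-/- mice were paired, and the main designs have no block. Reads were not analysed here, and the GO sets of the paper's enrichment plot were not used here.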

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

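For both results, the tests of library size and of dividing cells were chosen only after the result was seen.

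Transitional B cells, for which the paper's text reports no RNA sequencing result, had 514 of 13774 genes changed between *Sh3gl1*-/- and WT mice, 173 higher and 341 lower in *Sh3gl1*-/- cells, with 2996 genes at an unadjusted p under 0.05. This signal in libraries the text does not discuss is what singled the result out. The lowest adjusted p among higher genes belonged to *Hivep3* (log2 fold change 1.84) and *Sv2b* (3.78), and among lower genes to *Sh3gl1* (-6.18), *Cd36* (-1.97), *Ncaph* (-1.32), *Mocs1* (-3.24) and *Rrm2* (-1.21), with adjusted p from 3.8e-05 to 0.0039 in edgeR's quasi-likelihood test and all 3 *Sh3gl1*-/- libraries on one side of every WT library. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many changed genes, the real split itself. The same held for 1 of all 10 splits, where the largest other split gave 5 genes, and 10 splits cannot give a share under 0.1. The total counts of the *Sh3gl1*-/- and WT libraries overlapped (two-sided exact permutation p = 0.2). Each group holds 1 library with *Xist* mRNA, so a term for these libraries could not take up an effect of genotype, and with it 631 genes were called (486 shared). With the level of the neutrophil list in the fit, 4 genes were left. Random covariates sharing the same part of their variance with genotype (36.2%) left a median of 29 genes, from 4 to 363 over 20 draws, and 1 of the 20 left as few. A list of 8 B-cell genes was lower (median log2 fold change -0.26, camera adjusted p = 0.0027). Those of neutrophil (1.28, over 13 genes), erythroid (1.35, over 10 genes) and NK-cell genes (0.74, over 7 genes) were higher. So were those of T-cell (0.67, over 10 genes) and macrophage genes (0.56, over 13 genes). RNA from other cells therefore cannot be told apart from an effect of genotype. The splits are too few for a share under 0.1, but no other split came near the real one in changed genes. The Cell Cycle set had an NES of -2.55 (448 genes, adjusted p = 2.6e-28 from fgsea and 8.8e-08 from camera), and 1 of the 4 splits, the real one, reached that size. A candidate explanation for part of the lower genes is a smaller share of dividing cells in the *Sh3gl1*-/- transitional samples, a hypothesis found and tested on the same libraries.

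The effect of genotype differed between transitional and follicular cells for 10 of 14580 genes in a test of the difference itself, 3 with a higher and 7 with a lower log2 fold change in transitional cells (1992 genes at an unadjusted p under 0.05). The difference was -1.54 for *Rrm2*. Chosen after their values were seen, *Top2a* had -1.71, *Cdk1* -1.78, *Lig1* -1.27, *Mcm5* -1.09, *P2rx4* 0.84 and *Malat1* 0.41, all with adjusted p between 0.041 and 0.045 in edgeR's interaction test. Of 32 relabelings that part every same-numbered pair, the real one included, 3 gave as many genes, and the largest gave 651. That largest one reversed genotype in the transitional libraries alone, so it took the sum of the genotype effects in place of their difference. The remaining one, with 12 genes, kept the genotype grouping of the transitional libraries and mixed that of the follicular ones. The number was 0 when all 18 libraries were in one fit and 365 with DESeq2. With the term for libraries with *Xist* mRNA, balanced in the same way, 21 genes were called (9 shared). With a term for each replicate number within each genotype, chosen after seeing the data, 99 genes were called (10 shared), 33 with a higher and 66 with a lower log2 fold change in transitional cells. With the level of the neutrophil list in the fit 0 genes were left, and so did 17 of 20 random covariates, so that this says little about RNA from other cells. In the fit without terms for the replicate number the 10 genes may be a chance pattern, and these relabelings cannot decide it. Same-numbered transitional and follicular libraries of one genotype deviated together (mean correlation 0.163 in WT and 0.188 in *Sh3gl1*-/- mice). Relabelings were not run with these terms, so they do not bear on the 99 genes. Whether the difference between the cell states is biological was not settled.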

How the results depend on the processing

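Except where stated, these alternatives were set before the data were examined. The number of genes that changed between follicular *Sh3gl1*-/- and WT cells, 115, was 355 with DESeq2 (111 of them shared), 602 with all genes of at least 1 count, 160 with at least 10 counts in every library, 53 with all 18 libraries in one fit (48 shared) and 112 with RLE size factors. After CD40L culture, 3 genes, 0 higher and 3 lower, became 79 with DESeq2 (51 higher and 28 lower), 216 with at least 1 count (133 and 83) and 89 with all 18 libraries (50 and 39), with more genes higher than lower in each of these. In transitional cells, 514 genes became 1361 with DESeq2, 1426 with at least 1 count and 189 with all 18 libraries. In that last fit 100 genes were higher and 89 lower (52.9% higher), against 173 higher and 341 lower (33.7% higher) in the fit of transitional libraries alone. Genes whose CD40L response differed between genotypes, 0 (1278 at an unadjusted p under 0.05), were 37 with DESeq2 and 210 with at least 1 count. Genes whose genotype effect differed between transitional and follicular cells, 10, were 365 with DESeq2, 462 with at least 1 count, 24 with at least 10 counts in every library and 0 with all 18 libraries. The cause of these changes was not tested. Without variable, diversity and joining segments the counts were 116, 3 and 562 in follicular, CD40L-cultured and transitional cells.

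Same-numbered WT and *Sh3gl1*-/- libraries are different mice, and the mean correlation of their deviations was -0.014 in follicular, -0.018 in CD40L-cultured and -0.022 in transitional cells. With the replicate number as a block, 212 genes changed in follicular cells (105 shared, 64.2% higher against 57.4%), 21 after CD40L (12 higher and 9 lower) and 90 in transitional cells (83 shared), and 20 genes differed in genotype effect between the cell states. The block gave 4 of 7 iron genes and an NES of 0.81 for Membrane Trafficking, in place of -0.79. It left 0 genes with a different CD40L response (1216 at an unadjusted p under 0.05), 3 Reactome sets and 2 iron sets past their thresholds. The labels do not say whether same-numbered libraries of one genotype come from the same mouse. With a separate term for each number within each genotype, an alternative chosen after seeing the data, CD40L changed 6937 genes in WT (6702 shared) and 5870 in *Sh3gl1*-/- cells (5661 shared), and 0 genes differed in response (1172 at an unadjusted p under 0.05). The same terms gave 99 genes whose genotype effect differed between transitional and follicular cells, all 10 of the original calls among them, and a value of 0.044 for Ankrd33b, difference in CD40L response, in place of -0.075.

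Of the 7 iron genes, 3 passed with DESeq2, 5 with at least 1 count, 2 with at least 10 counts in every library, 0 with all 18 libraries (where all genes of the follicular comparison gave 1128 at an unadjusted p under 0.05) and 1 with RLE. For the 19 heat map genes, 2 differed in response with DESeq2 and 6 with at least 1 count. The slope of the *Sh3gl1*-/- on the WT response was 0.80 over all genes tested. For Dapk2, difference in CD40L response, the value of 0.01 became -0.0044 with DESeq2, -0.030 with RLE and -0.0089 with all 18 libraries. Near *Sh3gl1*, 5 genes became 9 with DESeq2, 3 within 1 Mb and 8 within 20 Mb.

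Ranking genes by log2 fold change left 1 of 21 Reactome sets and 1 of 4 iron sets past their thresholds. Among the sets reported here, it reversed Signal Transduction (NES 1.19) and Respiratory electron transport (-0.73). Camera left 1 set and 1 iron set, fry 0 sets and 1 iron set, and an adjusted p under 0.05 in place of 0.25 left 1 iron set. Clathrin derived vesicle budding had an NES of -0.78 with at least 10 counts in every library, and the plasma cell markers had a median of 0.22 with at least 1 count.

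With each library left out in turn, the number of changed genes ranged from 32 to 112 in follicular cells, from 1 to 9 after CD40L and from 28 to 479 in transitional cells. Genes with a different CD40L response ranged from 0 to 1, and those whose genotype effect differed between cell states from 0 to 23. The slope ranged from 0.74 to 0.83, iron genes from 0 to 1, Reactome sets from 1 to 6, iron sets from 1 to 2, genes near *Sh3gl1* from 3 to 5 and marker lists from 3 to 5. Some signs changed in these fits. *Hes1* ranged from -0.25 to 0.13, and the differences in CD40L response of *Adgrg1* from -1.11 to 0.26, *Tmem176b* from -1.26 to 0.071, *Ankrd33b* from -0.52 to 1.34, *Tmem176a* from -0.82 to 0.37, *Uhrf1* from -0.83 to 0.23 and *Dapk2* from -0.55 to 0.54. NES ranged from -0.92 to 0.85 for Membrane Trafficking, from -0.94 to 1.14 for Clathrin derived vesicle budding, from -0.89 to 0.58 for mRNA Splicing, from -0.88 to 2.08 for Respiratory electron transport, from -0.74 to 1.14 for Transferrin endocytosis and recycling and from -1.25 to 0.81 for Mitochondrial iron-sulfur cluster biogenesis. The plasma cell markers ranged from -0.24 to 0.011.

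A term for libraries with *Xist* mRNA, chosen after seeing the data, gave 154 genes in follicular, 3 in CD40L-cultured and 631 in transitional cells, 21 genes whose genotype effect differed between cell states, 1 iron gene, 3 Reactome sets and 2 iron sets. Over the 87 single genes, sets and lists reported here, with 1224 alternatives in all, 1111 kept their direction and side of the threshold, 45 lost and 32 gained significance in the same direction, and 36 reversed. *Cd40* in follicular cells was among those that kept theirs under each alternative run for it. The number of genes changed by CD40L ranged from 5981 to 7439 in WT and from 5080 to 6548 in *Sh3gl1*-/- cells over the alternatives set before the data were examined. Not all calls were shared, with 5789 of the 7126 WT genes still called without CD40L WT replicate 3. Counts under the floor of 3 limit what can be said of *Sh3gl2*, *Sh3gl3* and the WT level of *Stap2*.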

Differences from the paper's values

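In the designs used for the results at the claims, none of the values that could be set beside the paper's differed by the criteria used here, which require a gap larger than the replicate SD and a ratio above 1.5. These were read by eye from the figures. The *Cd80* levels of Fig 6B, whose axis is labelled relative FPKM, read about 0.5 in both genotypes *ex vivo*, about 7.3 in WT and about 5.2 in *Sh3gl1*-/- cells after CD40L. The mean FPKM of the deposited table were 0.43, 0.44, 6.43 and 4.59, and the mean TPM were 0.49, 0.49, 7.29 and 5.2. In Fig EV4H the fold over WT reads about 1.2 for *Ftl1*, about 4.5 for *Lcn2*, about 3.0 for *Ltf*, about 1.7 for *Trf*, about 2.0 for *Slc40a1*, about 1.5 for *Slc39a11* and about 2.5 for *Slc11a1*. The ratios of mean FPKM were 1.25, 4.5, 2.98, 1.71, 2.02, 1.52 and 2.53. In edgeR's fit, where the fold of *Lcn2* was 4.63, leaving out follicular WT replicate 1 gave 10.3 against the paper's about 4.5 in Fig EV4H, read by eye, which differs by these criteria.

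Some statements on direction were not met by the tests used here. The paper states that sets for activation, vesicle-mediated transport, endocytosis, protein transport and signal transduction were lower without endophilin A2. Of 7 Reactome sets for such processes, none was past an adjusted p of 0.05 in follicular cells, and Vesicle-mediated transport (NES 0.91) and Clathrin derived vesicle budding (0.92) had positive scores. With follicular *Sh3gl1*-/- replicate 2 left out, 1 of the 7 sets passed with a negative score, and with all genes of at least 1 count Vesicle-mediated transport passed with a positive one (1.69). The Reactome sets differ in their genes from the GO sets of Fig EV4G.

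The paper states that sets for metabolic processes and mitochondria were higher. Translation, the set chosen for peptide metabolic processes, passed in that direction (NES 3.28, adjusted p = 1.2e-34, fgsea). The other sets of this kind did not pass an adjusted p of 0.05, though Mitochondrial translation was under 0.25. Metabolism of nucleotides (NES 1.17), Metabolism of amino acids and derivatives (0.98), Respiratory electron transport (1.21), Mitochondrial translation (1.52) and Mitochondrial protein import (1.06) had positive scores, and Mitochondrial biogenesis had a negative one (-1.35). Some settings called sets of this kind. Mitochondrial translation passed in 2 and Respiratory electron transport in 1 of the 6 fits that each left out a follicular library. Over all 14 alternatives Mitochondrial translation passed in 3, with an adjusted p down to 0.031 (fgsea) where no library was left out.

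The paper states that several iron homeostasis genes were elevated. All 7 of Fig EV4H had higher means here, and 1 passed the threshold over all genes, against 3 with DESeq2, 5 with at least 1 count, 2 with at least 10 counts in every library and 4 with the replicate number as a block.

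The heat map of Fig EV4A is described as the top genes upregulated by CD40L in WT cells. In the test used here its genes ranked between 4 and 129 by log2 fold change and between 1 and 893 by test statistic.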

Other observations

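The tests of library size, of single iron genes against marker lists, of DNA around *Sh3gl1* and the splits for single Reactome sets were chosen only after the results were seen.

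In each cell state, WT replicate 3 and *Sh3gl1*-/- replicate 2 had between 5421 and 7087 counts of *Xist*, which is expressed from the inactive X chromosome, and between 0 and 56 counts over the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. The other 12 libraries had between 0 and 120 counts of *Xist* and between 7266 and 10858 over the Y-linked genes. Each group thus holds 1 library with *Xist* mRNA, the replicate number differs between genotypes, and the paper describes mice for *in vivo* experiments as matched for sex and age. As these libraries are balanced between the genotypes, a term for them could not take up an effect of genotype. With the term, 154 genes were called in follicular cells (109 of the 115 shared) and 3 Reactome sets passed.

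Lists of genes typical of other cells were higher in follicular *Sh3gl1*-/- than WT cells. The median log2 fold change was 1.99 for neutrophil (13 genes, camera adjusted p = 8.9e-14), 1.36 for erythroid (10 genes, adjusted p = 9.8e-12, camera), 0.82 for T-cell (10 genes, adjusted p = 6.0e-18, camera), 0.50 for macrophage (10 genes, adjusted p = 0.0025, camera) and 0.47 for NK-cell genes (8 genes, adjusted p = 0.015, camera). B-cell genes had -0.11 over 8 genes and plasma cell genes -0.09 over 5. After CD40L culture, the neutrophil (1.91 over 7 genes) and T-cell lists (0.82 over 8 genes) were higher. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many as 5 lists past the threshold, and 3 of all 10 splits did, so chance cannot be excluded. A candidate explanation is a small and uneven share of RNA from other cells in the sorted samples. With the neutrophil list in the fit, 3 of the 115 genes changed in follicular cells were left, while 20 random covariates sharing 68.0% of their variance with genotype left a median of 10, from 2 to 102. As 5 of the 20 left 3 or fewer genes, the loss of calls does not separate RNA from other cells from a covariate that merely follows genotype. With the same list in the fit, 3 Reactome sets passed. Translation (NES 2.35) and Cell Cycle (1.37) were among them, and Metabolism of porphyrins (1.88) took the place of Iron uptake and transport.

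For the iron genes, 9 relations with a marker list were tested over the 12 *ex vivo* libraries, with p from 36 relabelings of mice within genotype, where the smallest p is 0.028. Benjamini-Hochberg adjusted p ranged from 0.25 to 0.75 for Pearson's r, so none passed the permutation test. Within genotype and cell state, *Lcn2* followed the neutrophil list with r = 0.76 (permutation p = 0.083, Spearman's rho 0.68 with p = 0.14, and r 0.63 without the 2 farthest libraries), and 0.063 of its log2 fold change of 2.21 was left with the list in the fit. *Ltf* had r = 0.74 (permutation p = 0.19, rho 0.65 with p = 0.31, and 0.39 without the 2 farthest libraries, so that the relation rests on those), and -0.37 was left of 1.85. RNA from neutrophils may account for both. For *Slc11a1* 1.42 was left with the neutrophil list and 0.96 with the macrophage list, for *Ftl1* 0.28 and 0.33. With the macrophage list 0.97 was left for *Slc40a1*, 0.78 of 1.05 for *Trf* (r = 0.77, permutation p = 0.083, rho 0.75 with p = 0.14) and 0.67 for *Slc39a11*. *Ftl1*, the 1 gene of the 7 with an adjusted p under 0.05 without a list in the fit, had an adjusted p of 0.034 with the macrophage list and 0.87 with the neutrophil list (edgeR). The other 6 genes did not pass before either, so their p-values after correction decide nothing. With the neutrophil list the log2 fold change of *Slc11a1* went from 1.07 to 1.42 (r = -0.18). With the macrophage list that of *Slc39a11* went from 0.61 to 0.67 (r = -0.21). These values argue against neutrophils for *Slc11a1* and macrophages for *Slc39a11* as the main source of the rise. In WT libraries *Trf* had between 97 and 186 counts in follicular, between 1697 and 4006 in transitional and 0 in CD40L-cultured cells. The macrophage gene *C1qb* had between 101 and 134, between 894 and 1555 and at most 1, and *Slc40a1* moved alike. *Adgre1* of the same list did not, with between 629 and 1173 after CD40L. *C1qb* and *Adgre1* were chosen after their counts were seen. As no relation passed the permutation test, some RNA from macrophages or neutrophils is not excluded for any of the 7 genes. Summed over its 3 annotated copies, which held 1445, 4 and 12 of the follicular counts against 237378 on *Ftl1* itself, *Ftl1* had a log2 fold change of 0.36 (adjusted p = 0.010, edgeR), so sharing of reads among copies does not account for it.

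The changed genes were enriched around *Sh3gl1*. Without *Sh3gl1* itself, 4 of 65 genes tested within 5 Mb changed in follicular cells, against 110 of 13544 elsewhere (Fisher's exact test, two-sided p = 0.0021). In transitional cells they were 15 of 66 against 498 of 13707 (Fisher's exact test, two-sided p = 1.4e-08). After CD40L culture the 3 changed genes, *Sh3gl1*, *Mpnd* and *Mocs1* (chromosome 17 from 49428362 to 49455435, log2 fold change -2.71), all lie within 20 Mb of *Sh3gl1*. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes near *Sh3gl1* in follicular cells, as did 1 of all 10. The enrichment is consistent with an effect of the targeted allele on its neighbours, or with DNA of another strain around it, and the counts cannot tell these apart. Part of the expression difference near *Sh3gl1* may therefore not come from loss of endophilin A2.

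Other splits of the libraries bear on each comparison, and 10 splits cannot give a share under 0.1. Of the 4 that part all same-numbered pairs, 1 gave as many changed genes as genotype in follicular cells and in the CD40L response of each genotype, and 2 did so after CD40L culture. In follicular cells the largest other split gave 5 genes, and 1 of the 4 splits gave as many iron genes (1), Reactome sets (3) and iron sets (2). Over all 10 splits, 2 gave as many Reactome sets and 2 as many iron sets, so the set counts are less firmly tied to genotype than the count of genes. The number of genes with a different CD40L response was 0 (1278 at an unadjusted p under 0.05), which all 32 relabelings reach by definition, so they say nothing on chance there. The largest gave 159, with genotype reversed in the follicular libraries alone, so it took the sum of the genotype effects in place of their difference. For the heat map genes, 6 of 32, the real one included, gave a median difference at least as large as 0.41, up to 0.55. Those with 0.55, 0.52 and 0.47 kept the genotype grouping of the follicular libraries. Another with 0.52 kept that of the CD40L-cultured libraries. As these still hold part of the genotype effect, they cannot decide the matter, and a smaller response of these genes in *Sh3gl1*-/- cells was not shown. In follicular cells, all *Sh3gl1*-/- libraries were on one side of all WT libraries for 2187 of 13610 genes (16.1%, where chance gives 10%). The total counts of the follicular libraries overlapped between genotypes (two-sided exact permutation p = 0.8).

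Set scores were also computed for the other cell states. After CD40L culture, 13 of the 21 sets passed in fgsea, 2 with a positive and 11 with a negative score, and 11 passed in camera. In transitional cells 8 passed in fgsea, all 8 with a negative score, and 4 in camera. After CD40L culture, Cell Cycle had an NES of -2.58 (443 genes), Translation of -2.32 (145 genes) and Mitochondrial translation of -2.54 (87 genes) in *Sh3gl1*-/- against WT cells, with adjusted p from 5.9e-26 to 3.4e-09 in fgsea and from 3.5e-05 to 3.8e-04 in camera. Metabolism of amino acids and derivatives had -2.71 (128 genes, adjusted p = 1.7e-13 from fgsea and 5.6e-05 from camera) and Respiratory electron transport -1.76 (75 genes, adjusted p = 0.0038 from fgsea and 0.043 from camera). Of the 4 splits that part all same-numbered pairs, 2 gave Cell Cycle and 2 gave Translation a score of that size, as did 5 and 3 of all 10. A lower cell cycle signature after CD40L may therefore be a difference between single cultures. In follicular cells, 1 of the 4 splits, the real one, gave Cell Cycle (NES 1.39) and Translation (3.28) scores of their size, and 1 and 2 of all 10 splits did, with the largest other split at 1.34 and 3.50. In transitional cells Translation had an NES of 1.33, which 3 of the 4 splits reached. The 2 positive sets after CD40L were Iron uptake and transport, with an NES of 1.78 (31 genes, adjusted p = 0.0091 from fgsea and 0.022 from camera), and Transferrin endocytosis and recycling, with 1.72 (19 genes, adjusted p = 0.017 from fgsea and 0.032 from camera). Both had positive scores in follicular cells *ex vivo*, where the second did not pass. Other splits were not run for the remaining sets. Whether set scores differ between cell states was not tested.

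GC content and transcript length were known for 13575 of the 13610 genes ranked in follicular cells. After a smooth fit on GC content was taken off the ranking statistic, 3 Reactome sets passed, the same 3 as before, and likewise for transcript length. The scores of these sets moved by at most 0.034 with GC content and 0.070 with transcript length. The fit on GC content corrected little, so it does not rule that property out. The fit on transcript length did move other sets, with Mitochondrial translation at an NES of 1.31 in place of 1.52. Translation kept 3.25, Cell Cycle 1.45 and Iron uptake and transport 1.84. This argues against transcript length as the source of these 3 scores.

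Genes whose proteins the paper measured in other experiments had these values in follicular cells *ex vivo*. *Itga4* was lower (log2 fold change -0.46, adjusted p = 0.046, edgeR) and *Ighd* higher (0.34, adjusted p = 0.048, edgeR), with all 3 *Sh3gl1*-/- libraries on one side of every WT library. Both calls were near the threshold. Over 13 alternatives for each gene, significance was lost in 6 for *Itga4* and in 7 for *Ighd*, in the same direction. *Tfrc*, the transferrin receptor, had 0.30 (adjusted p = 0.46), *Tnfrsf13c*, the BAFF receptor, -0.13 (adjusted p = 0.76), *Itgb7* -0.22 (adjusted p = 0.64), *Cd86* -0.60 (adjusted p = 0.11), *Cd69* -0.26 (adjusted p = 0.28) and *Ighm* -0.21 (adjusted p = 0.084) in the same edgeR test. Of the MHC II chains, *H2-Aa* had 0.24 (adjusted p = 0.080) and *H2-Ab1* -0.14 (adjusted p = 0.64, edgeR). In transitional cells *Tnfrsf13c* was lower (-0.71, adjusted p = 0.018, edgeR), and it was not among the 10 genes whose genotype effect differed between the cell states. Of the Notch target genes, *Hes1* had -0.08 (adjusted p = 0.95) and *Dtx1* -0.36 (adjusted p = 0.41) in follicular cells with edgeR.

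Of the 115 genes changed in follicular cells, 114 were tested in transitional cells, where 109 had the same direction and 49 were also called, all 49 in the same direction. Variable, diversity and joining segments gave 0 of 219 calls in follicular cells (1481 genes of all kinds had an unadjusted p under 0.05), 4 of 226 in transitional cells and 0 of 191 after CD40L culture (932 genes of all kinds at an unadjusted p under 0.05).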
